# Selection of Cashmere Fineness Functional Genes by Translatomics

**DOI:** 10.3389/fgene.2021.775499

**Published:** 2022-01-04

**Authors:** Yu Zhang, Dongyun Zhang, Yanan Xu, Yuting Qin, Ming Gu, Weidong Cai, Zhixian Bai, Xinjiang Zhang, Rui Chen, Yingang Sun, Yanzhi Wu, Zeying Wang

**Keywords:** cashmere fineness, translatomics, Ribo-seq, COL6A5, liaoning cashmere goat

## Abstract

Cashmere fineness is an important index to evaluate cashmere quality. Liaoning Cashmere Goat (LCG) has a large cashmere production and long cashmere fiber, but its fineness is not ideal. Therefore, it is important to find genes involved in cashmere fineness that can be used in future endeavors aiming to improve this phenotype. With the continuous advancement of research, the regulation of cashmere fineness has made new developments through high-throughput sequencing and genome-wide association analysis. It has been found that translatomics can identify genes associated with phenotypic traits. Through translatomic analysis, the skin tissue of LCG sample groups differing in cashmere fineness was sequenced by Ribo-seq. With these data, we identified 529 differentially expressed genes between the sample groups among the 27197 expressed genes. From these, 343 genes were upregulated in the fine LCG group in relation to the coarse LCG group, and 186 were downregulated in the same relationship. Through GO enrichment analysis and KEGG enrichment analysis of differential genes, the biological functions and pathways of differential genes can be found. In the GO enrichment analysis, 491 genes were significantly enriched, and the functional region was mainly in the extracellular region. In the KEGG enrichment analysis, the enrichment of the human papillomavirus infection pathway was seen the most. We found that the *COL6A5* gene may affect cashmere fineness.

## Introduction

Cashmere goat is a unique animal husbandry resource in China (Cai et al., 2020; Jin et al., 2020), which has made outstanding contributions to the needs of the livestock textile industry and human society (Yang et al., 2020). The characteristics of cashmere show significant differences due to different goat species and regions (Jin et al., 2017). Cashmere goat has a double coat, with the primary hair follicles producing coarse hair and the secondary hair follicles producing fine hair (Dai et al., 2019). The cashmere thickness produced by the secondary hair follicles varies among individuals. Cashmere fiber is famous for being slender and soft. To improve the economic value of cashmere, the fineness of its fibers needs to be reduced, making cultivating high-yield and high-quality cashmere goat varieties the core element to improve the economic value of cashmere fiber. Cashmere fineness is a quantitative characteristic, which is determined by micro effective genes. Molecular breeding research in domestic and foreign studies have proved that the single nucleotide polymorphisms (SNPs) of *KAP* (Jin et al., 2011)*, RPL* (Mahata et al., 2012)*, FGF* (Liu et al., 2009)*, KRT* (Hui, 2020)*, PROP* (Zeng et al., 2011)*, MAF70* (Arranz et al., 2001), and *KIFI* (Li, 2009) genes are correlated with cashmere fineness. Many studies have identified some genes related to goat wool fiber growth characteristics, such as *DSG1, IGF-IR, KRTAPs, ILK,* and *KRTAP* genes (Rufaut et al., 1999; Jia et al., 2006; Yu et al., 2011; Yang et al., 2012; Liu et al., 2015). Full transcriptomics also proved that *NFKBIA, TCHH, COL1A1, CXCL8,* and *LTBP2* genes are closely related to cashmere fineness, and researchers have been looking for ways to improve the quantity and quality of cashmere (Bai et al., 2016; Zhang et al., 2018), as well as analyzing the key genes, signal pathways, and expression regulation level under different cashmere state diameters (Fu et al., 2020). Despite the efforts, all the genes regulating cashmere fineness from the translation level remain unknown. Due to the gap between the transcriptome and proteome in omics, only 20–40% of proteins in mammalian cells are determined at the transcription level (Tian et al., 2004; Cox et al., 2005). Current translatomics can make up the gap between the two. In the study of cashmere fineness, translatomics can be used to identify genes that are not translated into proteins at the transcriptional level. Translatomics provides new insights into gene expression (Courtes et al., 2013).

Translatomics is the sequencing and analysis of translated RNA molecules, which can accurately quantify the genes being translated, and compare the translation amount of different samples of genes under different physiological and pathological conditions or different treatments. At the same time, translation control is the key determinant of protein abundance, which in turn determines cell state (Sendoel et al., 2017). The gene expression process reveals that there are specific phenotypic characteristics among species, but their evolutionary process is uncertain outside the transcriptome. There are studies on coevolution at the level of mammalian transcriptome and translatome. Ribosome analysis and RNA sequencing are used to analyze the three organs of five mammals (human, macaque, mouse, opossum, and platypus) and birds (chicken), coevolutionary analysis (brain, liver, and testis) shows that translation regulation widely exists in different organs, especially in spermatogenic cell types of testis, and some genes evolve faster at the translatome level (Wang et al., 2020). Ribosomal analysis can also evaluate translation efficiency on a genome-wide scale, which has been previously proved in yeast (McManus et al., 2014), nematodes (Stadler and Fire, 2013), primate (Wang et al., 2018) cells, and hybrid mouse cells, it was also found that translation efficiency was a momentous predictor of protein level in mouse fibroblasts (Hou et al., 2015). These studies provide preliminary insights into the coevolution model of the transcriptome and translatome. Therefore, protein abundance seems to be mainly regulated by ribosomes, highlighting the importance of translation control (Gebauer and Hentze, 2004; Sonenberg and Hinnebusch, 2009). Using microRNA (miR-430) in zebrafish to investigate its translational repression and mRNA decay, we found that translation repression occurs before mRNA decay, which is induced by reducing the translation initiation rate, and that mRNA decay is induced by deadenylation. Besides, microRNA has been proposed to affect protein translation by reducing the rate of translation initiation (Bazzini et al., 2012). On the other hand, because the translatome studies RNA molecules being translated, which includes the RNA molecules that are traditionally considered noncoding, it can provide direct translation evidence for the study of these new translatable molecules (Gerashchenko et al., 2012). In addition, the lack of a strict direct correlation between gene and protein levels limits translation studies by combining the transcriptome and proteome. Considering the high cost associated with protein synthesis, the dominant role of translation regulation is meaningful. Therefore, it promotes the progress of translatomics technology (King et al., 1996; Kirkpatrick et al., 2005).

According to Tian Wenliang, the standard of cashmere fineness in China is: the diameter of coarse hairs: 16.0–18.5 μm and the diameter of fine hairs: 15.5–16.0 μm. In 2010, the cashmere of LCG was the thickest among all cashmere goats, and its diameter was 20.32 μm (Tian, 2015). It can be found that the main disadvantage of cashmere in LCG is that the cashmere is thicker. In this study, we found the key genes regulating cashmere fineness by using translatomics, and understood the regulatory relationship of related genes. We used Ribo-seq to test the fine skin samples and coarse skin samples of LCG, and found the key genes, differential genes, and co-expression genes related to cashmere fineness through GO function enrichment analysis and KEGG pathway enrichment analysis. These findings pave the way for the study of the regulation mechanism of cashmere fineness and the protection and cultivation of cashmere varieties.

## Materials and Methods

### Ethics Statement

The whole process of experiments was based on guidelines from the Animal Experimental Committee of Shenyang Agricultural University (Shenyang, China, 201906099).

### Sample Preparation

The sample collection was a crucial step for Ribo-seq since it was the starting point of library construction. Two groups of three Liaoning Cashmere Goats (LCGs) differing in cashmere fineness were used here, including three fine LCGs (14.32, 14.69, and 14.77 μm) and three coarse LCGs (17.23, 17.63, and 17.91 μm). These 2-year-old adult female Liaoning Cashmere Goats were reared under the same (sheep house, environment, management, nutrition) conditions. Skin samples were collected from the front edge of the left scapula, with a sample size of 2 cm^2^. Anesthetics were used to relieve the pain of goats.

### Library Construction for Ribo-Seq

To digest RNA other than RPFs, cell or tissue lysate was treated with unspecific endoribonuclease RNase ǀ. Isolation of monosomes was performed by size-exclusion chromatography with MicroSpin S-400HR columns. The RNA samples were then treated with an rRNA depletion kit to deplete the samples of as much rRNA contamination as possible before PAGE purification of the relatively short (20–38 nt) RPFs. Following PAGE purification, both ends of the RPF were phosphorylated and ligated with 5′ and 3′ adapters, respectively. Then the fragments were reversely transcribed to the cDNAs and amplified by PCR (Aeschimann et al., 2015).

After library construction, the concentration of the library was measured by The Qubit® 2.0 Fluorometer and adjusted to 1 ng/uL. An Agilent 2100 Bioanalyzer was deployed to examine the insert size of the acquired library. At last, the accurate concentration of the cDNA library was again examined using qPCR. Once the insert size and concentration of the library became identical, the samples could then be subjected for sequencing.

### Sequencing

After library preparation and pooling of different samples, the samples were subjected to Illumina sequencing. Commonly, the Ribo-seq uses PE150 (paired-end 150 nt) sequencing for 15 G raw data.

### Quality Control for Raw Data

Firstly, the initial data (in the format of FASTQ) and the adapter were processed to delete the 3′ ends sequence and obtain the clean data of Q20. The following analysis was based on the clean data.

### Mapping

Ribo-seq used TopHat2 for genome mapping. TopHat2 is an enhanced version of TopHat, using short read aligner Bowtie to align the RNA-seq reads to mammalian-sized genomes and analyzing the mapping result to identify splice junctions. TopHat2 allows variable-length indels with respect to the reference genome, which give it the ability to accurately align the transcriptomes in the presence of insertions, deletions, and gene fusions (Kim et al., 2013).

### Quantification of Gene Expression Level

Quantification of mapped results to gene level was carried out using HTSeq. HTSeq is a Python package that calculates the number of mapped reads to each gene (Anders et al., 2015). RPKM values were generated to represent the gene expression level of each specific gene. RPKM is the abbreviation of “Reads Per kilobase of transcript, per Million mapped reads,” which normalizes both sequencing depth and gene length (Gross et al., 2013).

### Differential Expression Analysis

For samples with biological replicates, the DESeq2 R package (1.14.1) was used for differential expression analysis. DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on negative binomial distribution (Wang et al., 2010). The resulting P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with *p* < 0.05 found by DESeq2 were assigned as differentally expressed (Tang et al., 2007).

### GO and KEGG Enrichment Analysis

Gene Ontology (GO) is a major bioinformatics initiative to unify the representation of gene and gene product attributes across all species. GO covers three domains: cellular component, molecular function, and biological process. KEGG (Kyoto Encyclopedia of Genes and Genomes) is a collection of databases dealing with genomes, biological pathways, diseases, drugs, and chemical substances (Kanehisa et al., 2008). In the KEGG pathway database, the wiring diagram database, is the core of the KEGG resource. It is a collection of pathway maps integrating many entities including genes, proteins, RNAs, chemical compounds, glycans, and chemical reactions, as well as disease genes and drug targets, which are stored as individual entries in the other databases of KEGG.

### P- Site Analysis

Identifying the A- and P-site locations on ribosome-protected mRNA fragments from Ribo-Seq experiments was a fundamental step in the quantitative analysis of transcriptome-wide translation properties at the codon level. The P-site (for peptidyl) is the second binding site for tRNA in the ribosome. During protein translation, the P-site holds the tRNA which is linked to the growing polypeptide chain. When a stop codon is reached, the peptidyl-tRNA bond of the tRNA located in the P-site is cleaved releasing the newly synthesized protein. Since translation occurs at the A- and P-sites, the identification of these sites was critical to address translation-related questions (Ahmed et al., 2019). Novogene used the Ribocode package to analyze the P-site using Ribo-seq data (Xiao et al., 2018).

### uORF Analysis

An upstream Open Reading Frame (uORF) is an Open Reading Frame (ORF) within the 5′ untranslated region (5′UTR) of an mRNA. uORFs can regulate eukaryotic gene expression. Associated with mRNA-seq, all identified ORFs by Ribo-seq were classified. Ribotape was then used to analyze the motif of translated/untranslated uORFs, which can be used to study the base composition bias of uORF sequences.

## Result

### Quality Control of Sequencing Data of Six LCGs

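Skin was sampled from 3 fine LCGs, whose cashmere measured between 14.32 and 14.77 μm, and from 3 coarse LCGs, whose cashmere measured between 17.23 and 17.91 μm. The paper lists 3 diameters for each group without the goat numbers, so none can be assigned to a single sample. Ribo-seq, which sequences the RNA fragments that ribosomes protect from nuclease digestion, was done on each of the 6 goats, named FT LCG 1 to 3 and CT LCG 4 to 6. For each sample the authors deposited HTSeq counts of reads per gene, without normalization, made from TopHat2 alignments after rRNA and tRNA reads had been filtered. They also deposited RPKM values. The tables list 27726 rows, of which 27116 have a gene identifier in the RefSeq annotation of the goat assembly ARS1.2, each with the same start and end. The same tables hold an mRNA-seq column for each goat, and the paper's text does not describe how those libraries were made. Over 7659 genes, the deviations of each goat from the mean of all goats were compared between Ribo-seq and mRNA-seq. The pairing of columns by goat number gave the highest mean correlation of the 720 possible pairings (exact permutation test, one-sided, p = 0.00139). For FT LCG 1 the correlation was 0.554 with its own mRNA-seq column and 0.553 with the best other column, so the pairing of that goat rests on the other 5. The weakest match was CT LCG 4, with 0.0962 for its own column and 0.0613 for the best other column. Fine LCG was compared with coarse LCG by edgeR's quasi-likelihood test after TMM normalization, over the 7996 genes that edgeR's filter on low counts kept. With 3 goats in each group, an exact two-sided permutation test cannot give a p below 0.1.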

Through high-throughput sequencing, the raw reads sequences of fine LCG samples accounted to 50666392, 50286756, and 52749309. Low quality data accounted for about 0.21%. The rest were clean reads. The percentage of sequencing sequences that could be located on the genome was about 88.86%. The average percentage of sequencing sequences with unique alignment positions on the reference sequence was about 46.28%. 

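In fine LCG, the Ribo-seq counts summed over all rows were 3106963 in FT LCG 1, 3133231 in FT LCG 2 and 3587500 in FT LCG 3, with a mean of 3275898 ± 270175 (SD, n = 3). They amounted to 73.3%, 86.5% and 91.5% of the uniquely mapped reads that the paper's Table 1 lists for these samples. A count of at least 1 was found for 15014 ± 809 rows (SD, n = 3).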

About 99.06% of the base group had a mass value greater than 20. The average proportion of filtered rRNA to total clean reads was about 76.51%. The average proportion of filtered tRNA in the total number of clean reads was about 4.33%.

The raw reads sequences of coarse LCG samples accounted to 49894812, 51599006, and 59901380. Low quality data accounted for about 0.21%. The rest were clean reads. The percentage of sequencing sequences that could be located on the genome was about 81.64%. The average percentage of sequencing sequences with unique alignment positions on the reference sequence was about 39.10%. 

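In coarse LCG, the Ribo-seq counts over all rows were 1218210 in CT LCG 4, 2869616 in CT LCG 5 and 2993966 in CT LCG 6, with a mean of 2360597 ± 991288 (SD, n = 3). Each coarse sample had fewer counts than each fine sample (exact two-sided permutation test, p = 0.1). CT LCG 4 had the fewest counts of the 6 goats and 11769 rows with at least 1 count, against 14450 in CT LCG 5 and 14838 in CT LCG 6. The mRNA-seq columns varied less, between 17293093 and 17868998 counts over the 6 goats.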

About 99.03% of the base group had a mass value greater than 20. The average proportion of filtered rRNA to total clean reads was about 76.66%. The average proportion of filtered tRNA in the total number of clean reads was about 3.77% (Table 1).

**TABLE 1:** Quality control table of fine type and coarse type data of LCG.

Sample	Raw reads	Low quality	Clean reads	Total mapped	Uniquely mapped	Q20 (%)	rRNA reads	tRNA reads
FT LCG 1	50666392	99284 (0.20%)	50431480	7931912 (88.92%)	4235822 (47.49%)	99.10	38526496 (76.39%)	2434096 (4.83%)
FT LCG 2	50286756	87865 (0.17%)	50051017	8231481 (88.65%)	3621884 (39.01%)	99.12	37090706 (74.11%)	3282429 (6.56%)
FT LCG 3	52749309	129738 (0.25%)	51299342	6667995 (89%)	3922342 (52.35%)	98.97	40540273 (79.03%)	818312 (1.60%)
CT LCG 4	49894812	146884 (0.29%)	47332796	3722651 (71.99%)	1381041 (26.71%)	98.81	37754715 (79.76%)	210679 (0.45%)
CT LCG 5	51599006	90692 (0.18%)	51323088	7626758 (87.43%)	4235618 (48.55%)	99.13	37502937 (73.07%)	3121300 (6.08%)
CT LCG 6	59901380	100832 (0.17%)	59536550	7563025 (85.51%)	3718500 (42.04%)	99.15	45932536 (77.15%)	2854453 (4.79%)

FT LCG 1 is the fine Liaoning Cashmere Goat No. 1 sample, FT LCG 2 is the fine Liaoning Cashmere Goat No. 2 sample, FT LCG 3 is the fine Liaoning Cashmere Goat No. 3 sample, CT LCG 4 is the coarse Liaoning Cashmere Goat No. 4 sample, CT LCG 5 is the coarse Liaoning Cashmere Goat No. 5 sample, and CT LCG 6 is the coarse Liaoning Cashmere Goat No. 6 sample; Q20 is the percentage of bases with phred values greater than 20 in the total bases.

The effect of experimental enrichment can be evaluated by counting the length of ribosome protected RNA fragments (RPFs). The length statistics of Ribo-seq clean reads of fine and coarse samples of LCG showed that when the enrichment length was 22 nt, the enrichment frequency was the highest, 21.66 and 14.38%, respectively (Figures 1A,B). The genomic region sequencing distribution is shown in the figure: the coding region of fine Liaoning cashmere goat accounted for 21.40%, the UTR region accounted for 59.00%, the intron region accounted for 2.80%, and the intergenic region accounted for 16.79% (Figure 2A). The coding region of coarse Liaoning cashmere goat accounted for 17.66%, the UTR region accounted for 55.69%, the intron region accounted for 2.43%, and the intergenic region accounted for 24.23% (Figure 2B).

**FIGURE 1:**
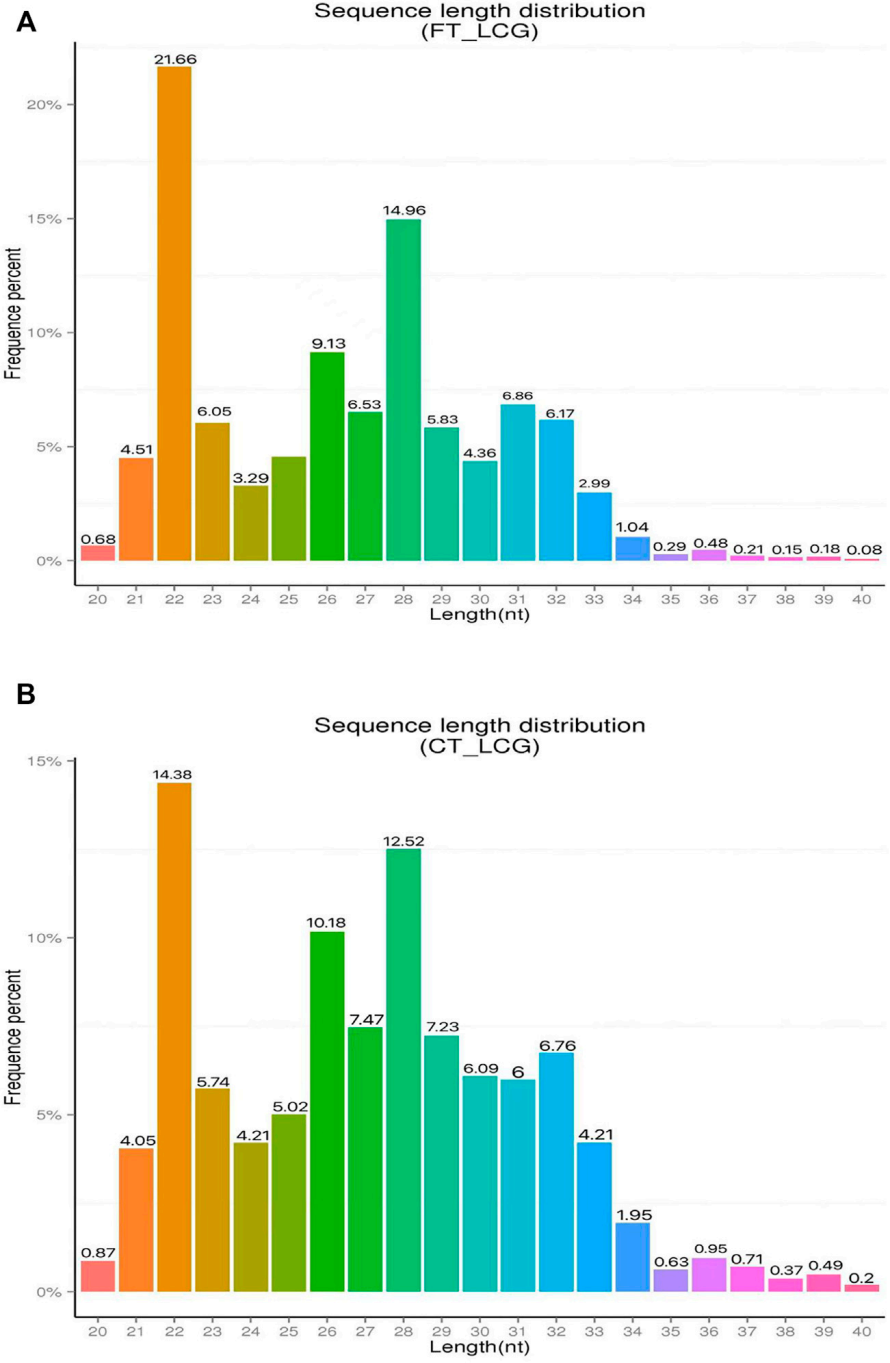
Statistical chart of clean reads length enrichment of Ribo-seq in LCG. The abscissa is the enrichment length and the ordinate is the percentage of enrichment frequency. **(A)** Sample of fine LCG. **(B)** Sample of coarse LCG.

**FIGURE 2:**
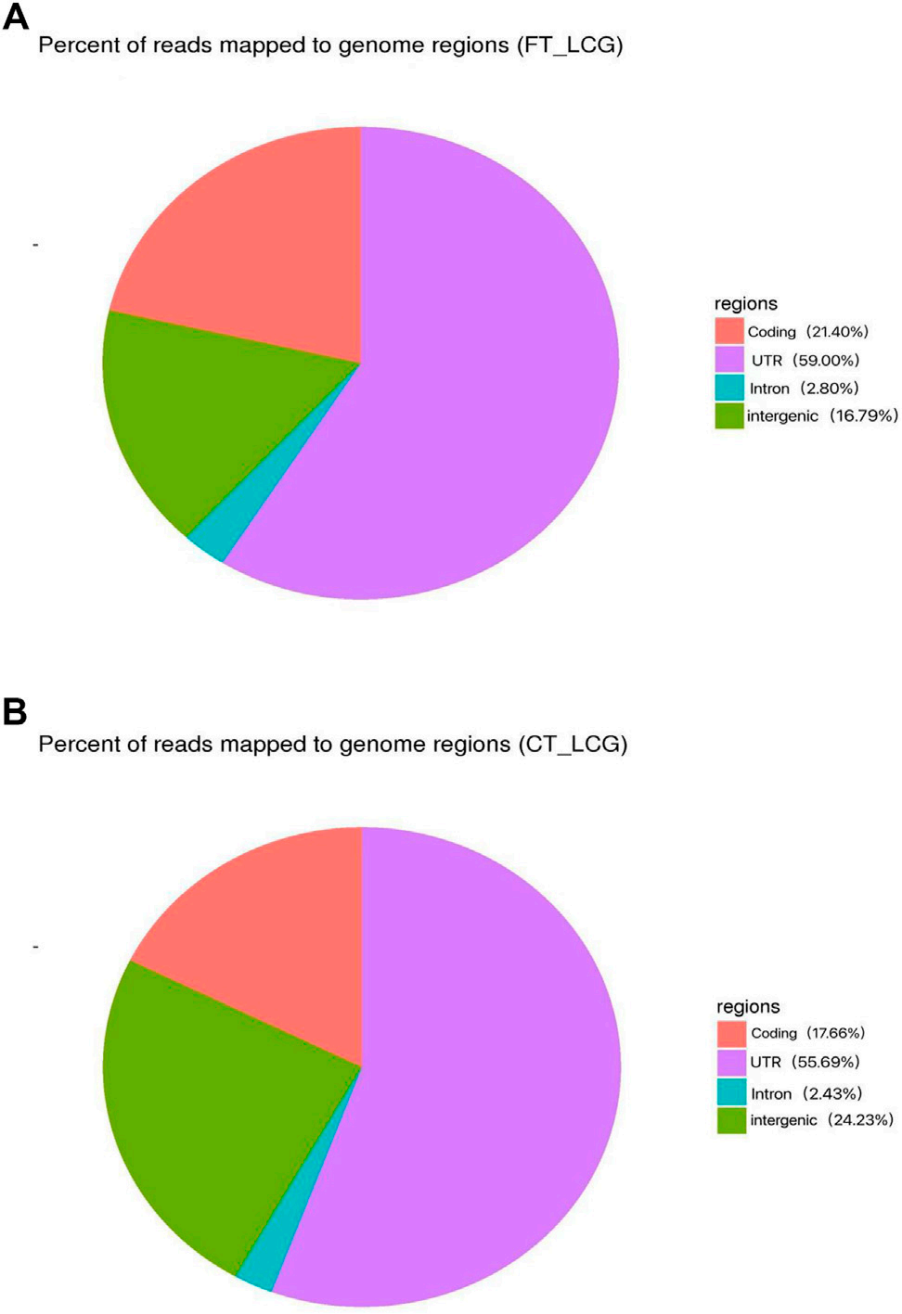
Distribution of reads in different regions of the reference genome. Red indicates the coding area. Purple indicates the UTR area. Green indicates the intergenic area. Blue indicates the intron area. **(A)** Sample of fine LCG. **(B)** Sample of coarse LCG.

### Quantitative Analysis and Distribution of Gene Expression in Six LCGs

The translation level of a gene protein is directly reflected by the abundance of ribosome binding on its corresponding transcript. The higher the binding abundance is, the higher the level of gene translation is. We quantitatively analyzed the gene expression level of the top 30 genes in each sample, as shown in Table 2.

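In the deposited tables, 29 of the 30 rows of Table 2 carry the raw Ribo-seq counts. The raw counts of COL6A5 were 76, 1437 and 550 in FT LCG 1 to 3 and 13, 32 and 48 in CT LCG 4 to 6. Ranked by Ribo-seq counts over the 6 goats, 11 of the 30 genes are among the 30 named genes with the most counts, and COL6A5 holds rank 270. Ranked by the sum of Ribo-seq and mRNA-seq counts, 29 of the 30 are. The 30 named genes with the most Ribo-seq counts took 67.1% of all counts and include 21 microRNA genes and 7 protein-coding genes. The row with the most counts, LOC108638395, is annotated as a pseudogene on goat chromosome 20 from 49047476 to 49048809. It took 14.3%, 10.8% and 37.5% of the counts in FT LCG 1 to 3 and 47.1%, 25.9% and 17.2% in CT LCG 4 to 6. Its count in the 6 mRNA-seq columns was 0, which allows a share of up to 1.73e-05% of the counts in a column. The 264 microRNA genes took 42.8%, 40.5% and 42.8% of the Ribo-seq counts in fine LCG and 18.5%, 40.3% and 40.5% in coarse LCG. These shares averaged 42.0 ± 1.32% and 33.1 ± 12.7% (SD, n = 3 in each group), and the difference of 8.92 points did not exceed the spread between coarse goats (exact two-sided permutation test, p = 0.2). Without CT LCG 4 the difference was 1.61 points. Protein-coding genes took 30.2 ± 12.6% of the counts in fine LCG and 27.1 ± 2.55% in coarse LCG (SD, n = 3 in each group). The 95% Wilson intervals of these shares are at most 0.177 points wide, and they cover counting error only. In the mRNA-seq columns the share of protein-coding genes was between 97.0% and 97.5%.

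**Figure D1:**
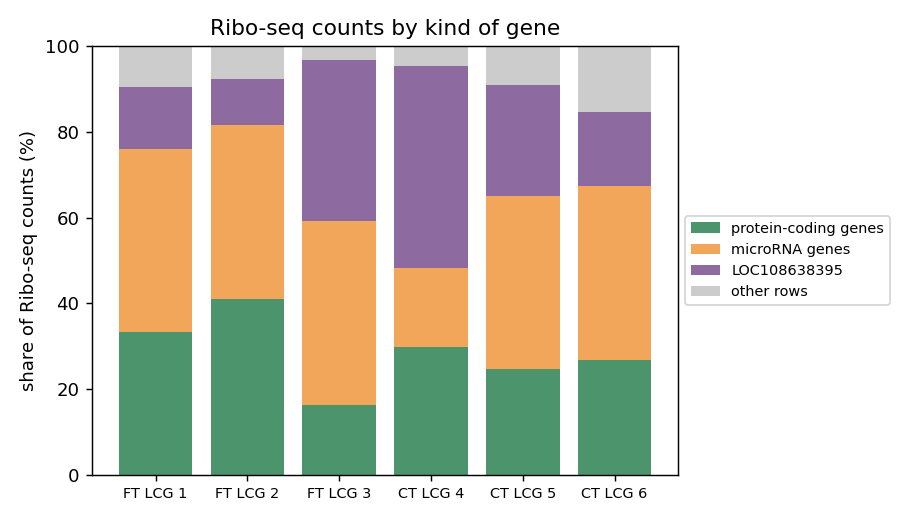
Share of the Ribo-seq counts of each goat (percent) on protein-coding genes, microRNA genes, the row LOC108638395 and all other rows, for FT LCG 1 to 3 and CT LCG 4 to 6. Protein-coding genes take between 16.4% in FT LCG 3 and 41.1% in FT LCG 2.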

**TABLE 2:** Quantitative analysis table of the first 30 gene expression levels of each sample.

Gene name	FT LCG 1	FT LCG 2	FT LCG 3	CT LCG 4	CT LCG 5	CT LCG 6
*LOC108638395*	445319	336977	1344217	574326	742089	514676
*MIR148A*	243740	359838	356349	26236	222275	342894
*COL1A1*	22968	46391	2220	4944	23410	30471
*COL1A2*	14548	28783	1640	2639	14371	17909
*EEF1A1*	451	716	208	105	395	337
*MIR10B*	243316	172218	204214	10272	113416	170024
*FTH1*	383	727	49	99	442	291
*COL3A1*	7095	19128	1036	1499	7544	10158
*MIRLET7I*	97833	118750	141902	44311	158213	56831
*LOC108635080*	157034	98967	135504	102991	47625	62559
*LOC102184404*	5989	7402	1133	392	6438	12665
*KRT5*	6949	13975	3529	1867	4549	7209
*MIR99A*	124457	66498	46951	10679	69591	180316
*TCHH*	4054	6942	1962	504	1893	4115
*KRT14*	4814	8188	1586	843	2640	4205
*FASN*	32449	4204	423	1209	9573	6267
*LOC102185436*	1517	1742	510	383	906	1625
*LOC102177231*	6496	10901	2395	1128	4154	5305
*MIR26A*	92770	73542	122982	7897	34599	79360
*LOC102184223*	2180	2251	646	404	1482	2195
*KRT25*	3583	6185	1085	662	2790	3315
*RPL4*	167	175	30	17	142	136
*RPS8*	141	219	24	22	150	100
*MIR126*	75155	59465	76507	8566	59254	55597
*TPT1*	73	72	42	52	74	71
*SPARC*	5707	10185	875	1213	4087	5190
*KRT10*	1490	3452	173	46	359	628
*DSP*	2491	4369	739	282	1181	2158
*RPLP0*	299	323	113	67	271	266
*COL6A5*	50	682	805	39	28	37

In addition to the true translation level, the reads count was positively correlated with the sequencing depth. Generally, the gene expression value is not expressed by reading count, but by RPKM, which corrects the sequencing depth and gene length successively. After calculating all gene expression values (RPKM) of each sample, we showed the distribution of gene expression levels of different samples by box graph. 

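The distribution of log2(RPKM+1) was computed over the 19339 rows with a value above 0 in at least 1 sample. The median was 0.605, 0.631 and 0.730 in FT LCG 1 to 3 and 0.589, 0.608 and 0.617 in CT LCG 4 to 6, a mean of 0.655 ± 0.0661 in fine LCG and 0.605 ± 0.0147 in coarse LCG (SD, n = 3 in each group; exact two-sided permutation test, p = 0.3). The interquartile range, the height of the box, was 1.58, 1.52 and 1.66 in fine LCG and 1.65, 1.66 and 1.55 in coarse LCG, and FT LCG 3 had the largest of the 6. The groups differed by -0.0306 (exact two-sided permutation test, p = 0.7). Over the 10877 rows with an RPKM of at least 1 in at least 1 sample, the box of FT LCG 3 was the smallest, with an interquartile range of 1.52. The RPKM values were made by the authors with a divisor for each sample that is not its total count. It equals DESeq2's size factor times a constant, and runs from 0.481 times the total count in FT LCG 3 to 1.93 times in FT LCG 2.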

From the box graph, we can see that there were differences in the expression levels of all the genes detected among the six samples, and the box graph of sample 3 was smaller than that of other samples, so we can see that the differences between the genes detected in sample 3 and other samples were more obvious. At the same time, obvious different genes were found between the two groups. 

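Of the 27726 rows, 15569 had a Ribo-seq count in at least 1 goat of each group, 2403 had one in fine LCG alone and 1367 in coarse LCG alone, and 8387 had none. The rows found in fine LCG alone had a median of 2 counts over the goats, and 125 of them had counts in all 3 goats. Those found in coarse LCG alone had a median of 1 count, and 15 had counts in all 3 goats. After every library was thinned to the 1218210 counts of CT LCG 4, an alternative chosen after seeing the data, 2011 rows were found in fine LCG alone and 1556 in coarse LCG alone. Without CT LCG 6, 848 rows were found in coarse LCG alone.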

The coincidence of the two groups was the co-expressed genes, and the noncoincidence was the differentially expressed genes (Figures 3A–C).

**FIGURE 3:**
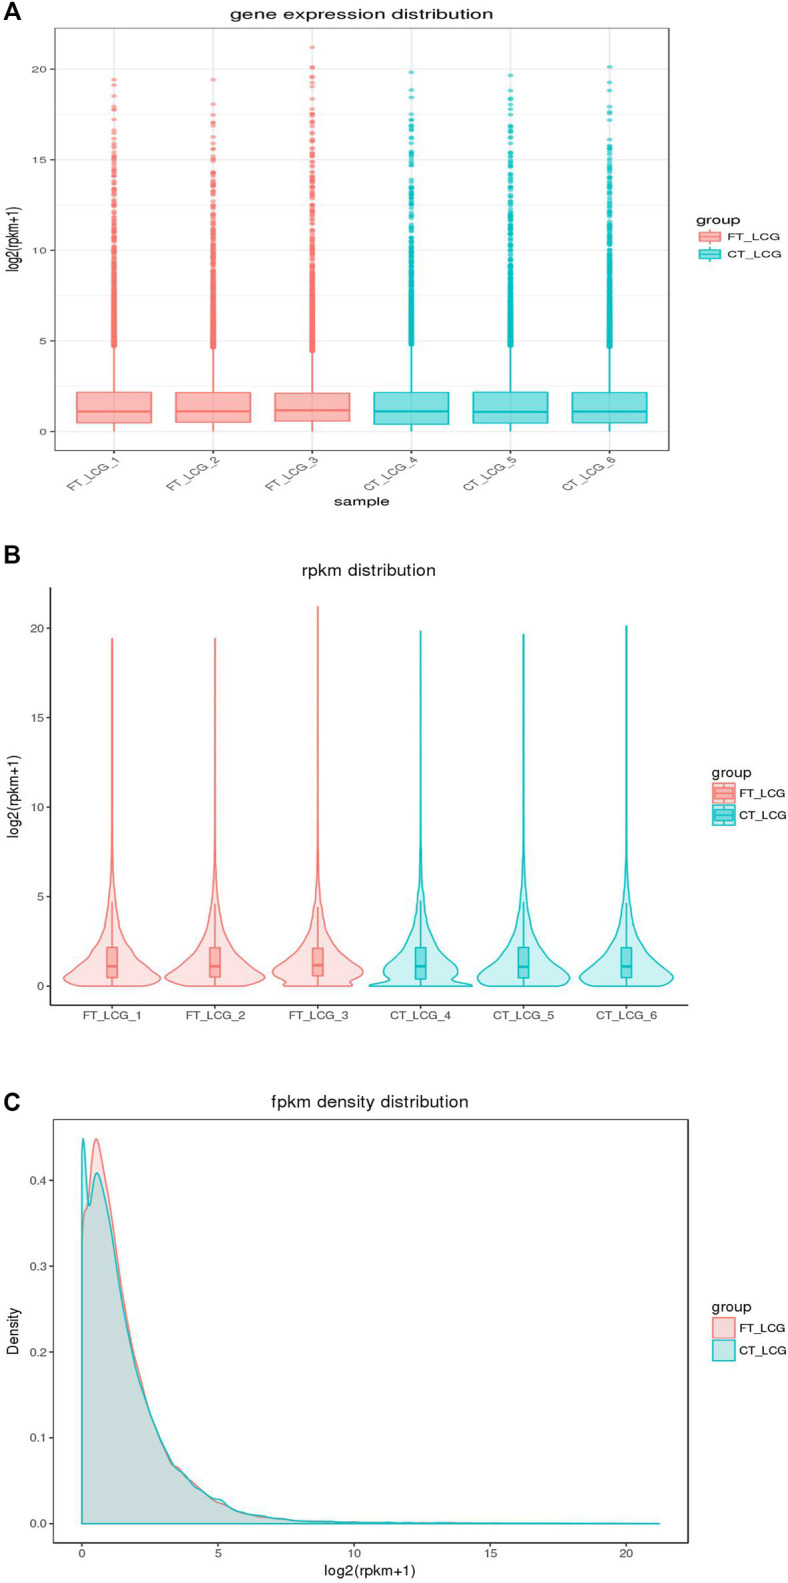
Distribution of gene expression in fine and coarse type LCGs. The abscissa in the graph is the sample name, and the ordinate is log2 (RPKM+1). The fine LCG sample is shown in pink, and the coarse LCG sample is shown in blue. The box graph of each region has five statistics (the maximum, upper quartile, median, lower quartile, and minimum from top to bottom).

### The Statistics of Differential Genes Were Carried out, and the Volcanic Map and Cluster Map Were Drawn

After the quantitative analysis of gene expression, it is necessary to conduct statistical analysis on the expression data, and screen the genes with significantly different expression levels in different states. 

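Of the 40 genes in Table 3, 20 are listed as upregulated and 20 as downregulated. edgeR's filter on low counts removed 21 of them, none with more than 108 Ribo-seq counts over the 6 goats. The 19 genes that were tested all had the direction of Table 3, with log2 fold changes between 1.41 and 3.93 in size, and the largest unadjusted p was 0.0216 from edgeR's quasi-likelihood test. None had an adjusted p under 0.05. In 12 of the 19, the values of the 3 fine and the 3 coarse goats did not overlap. In 18 of the 40 genes, the goats of one group all had 3 counts or fewer, so that their fold can only be given as a bound. In 6 of these 18 the bound was below 1, which leaves the difference unresolved against a floor of 3 counts. ITIH4 had 16, 36 and 8 counts in fine LCG and 0, 2 and 0 in coarse LCG, at least 1.33-fold higher against that floor. LOC102173569 had 11, 93 and 3 counts in fine LCG and none in coarse LCG, with a fine mean at least 1.81-fold higher. That bound rests on FT LCG 2, with 15.8 CPM against 2.66 in FT LCG 1 and 1.86 in FT LCG 3. With at least 10 counts in every sample required, 6 genes were tested and had the direction of Table 3. Without the filter, all 40 did. Table 3 comes from the same goats and the same comparison, so this agreement in direction is no independent support for it. Of the Table 3 genes, 23 had an adjusted p under 0.05 without the filter, 1 with DESeq2 and 1 without FT LCG 1.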

Some differentially expressed genes are shown in Table 3.

**TABLE 3:** Partial up-down regulation difference gene table between fine type and coarse type LCGs.

Gene name	FT LCG	CT LCG	P-value	Up/down
*COL6A5*	513.0210584	35.10807307	1.09E-06	Up
*ITIH4*	13.30490937	0.652476505	8.14E-06	Up
*LOC102173569*	19.27928687	2.77555756	1.16E-05	Up
*LOC102173761*	21.50257982	2.956095588	1.34E-05	Up
*CX3CR1*	11.42687495	0.597894581	1.38E-05	Up
*LOC102183314*	14.40120352	0.597421578	2.00E-05	Up
*LOC108638245*	13.94060036	0.324997368	2.54E-05	Up
*SCIN*	54.00576352	12.50050163	3.37E-05	Up
*MIR223*	526.9564919	77.06293267	6.86E-05	Up
*KRT2*	80.95366623	6.940780142	7.45E-05	Up
*LOC102181854*	11.9493693	0.668851595	0.000179452	Up
*SPI1*	7.221664344	2.77555756	0.000211171	Up
*TNC*	180.2254246	12.67495436	0.000214188	Up
*LTF*	49.98989748	6.732485479	0.000223432	Up
*SHANK3*	5.344749546	2.77555756	0.000234583	Up
*LOC102181202*	95.51666376	24.59851436	0.000284781	Up
*AGP*	8.736937811	2.77555756	0.000318954	Up
*LOC102185525*	92.67098586	15.49360806	0.00039787	Up
*LOC102191415*	34.15538801	3.040163575	0.000861835	Up
*BCL2A1*	8.331100162	0.977471879	0.001012572	Up
*ZNF550*	3.50939654215679	17.2539274369117	0.000425155705185925	Down
*MIOX*	0.178346971505201	6.58571066698514	0.000550580885740381	Down
*LOC108636746*	20.2230313525199	71.2478009465496	0.000575441389747231	Down
*LOC102175702*	2.77555756156289E-17	4.81857339537376	0.00092949091732039	Down
*LOC102168522*	0.942200471766223	7.50055476502101	0.00126514633141028	Down
*MIR9*	9.82710757202138	80.2714587053271	0.00139800098028482	Down
*MIR671*	5.33927118533789	56.4684485860653	0.00147473232541579	Down
*SDC3*	17.3545579173651	81.4319352084731	0.00162620276767528	Down
*LHX1*	1.34518325391645	8.62420593115666	0.00167178598923491	Down
*ABHD15*	5.12668482061614	49.4793752852943	0.00203138254923832	Down
*LOC102173583*	1.26347479869531	8.90431324840639	0.00210487578853974	Down
*LOC108634715*	0.573483698205509	7.36640964136039	0.00238509701852834	Down
*LOC108634352*	0.563608783979002	5.76016723909547	0.00260838978865612	Down
*LOC102190399*	0.178346971505201	4.31371001374939	0.00265357125604965	Down
*LOC102188887*	4.46437256485464	16.6419755873072	0.00330633387847916	Down
*CHD3*	40.3297349602123	203.461408220537	0.00342774246368716	Down
*LOC108638293*	9.2957498124219	30.6384923277523	0.00358064723751997	Down
*RARRES1*	43.7517203353152	121.773870596007	0.00366888299547616	Down
*CUX2*	0.383840891809286	6.11577320580318	0.00368401375810571	Down
*SLC25A11*	12.9565771393252	35.6648973518473	0.00369472188184243	Down

The fine type and coarse type LCGs were compared by histogram and volcanic map, we can see that there were 27197 coexpressed genes and 529 differential genes, of which 343 were upregulated and 186 were downregulated. 

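Among the 7996 genes tested, 262 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, of which 165 were higher and 97 lower in fine LCG. If no gene differed, 399.8 genes would be expected under that threshold. After Benjamini-Hochberg adjustment no gene had a p under 0.05, and the smallest adjusted p was 1.00. DESeq2, which the paper names, gave 278 genes with an unadjusted p under 0.05, of which 141 were among the 262, and 1 gene with an adjusted p under 0.05. The count moved most when the filter on low counts was left out, to 761 genes at unadjusted p, 65 of them with an adjusted p under 0.05, and when at least 10 counts in every sample were required, to 81 genes. FT LCG 1 had the largest effect of a single goat, and without it the test gave 648 genes. edgeR's exact test, run on all 27726 rows without a filter and chosen after seeing the values, gave 529 genes with p under 0.05, 343 higher and 186 lower in fine LCG, and left 27197 rows. Of the 529 genes, 194 were among the 262, 314 were not kept by the filter on low counts, and 34 had fewer than 10 counts over the 6 goats. After adjustment, 2 genes had a p under 0.05 in that test.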

The clustering graph compared the gene expression of three samples of coarse LCG and three samples of fine LCG. Therefore, it can be seen that the overall gene expression trend of the three samples of coarse LCG was significantly different from that of the three samples of fine LCG. 

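Across the 7996 genes, the Spearman correlation of log2 CPM (counts scaled to library size) averaged 0.779 between goats of the same group and 0.785 between goats of different groups. The difference of -0.00623 was reached or exceeded in 6 of the 10 splits of the 6 goats into 3 and 3, the real split included. These are correlations across genes, which are not independent replicates. FT LCG 3 and CT LCG 4 had the lowest mean correlations with the other goats, 0.733 and 0.729, against 0.802 to 0.816 for the other 4. The first principal component held 34.9% of the variance and set CT LCG 4 apart, and the second held 34.0% and set FT LCG 3 apart. From its cluster map, the paper concludes that the overall expression trend differed between the 3 coarse and the 3 fine samples.

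**Figure D2:**
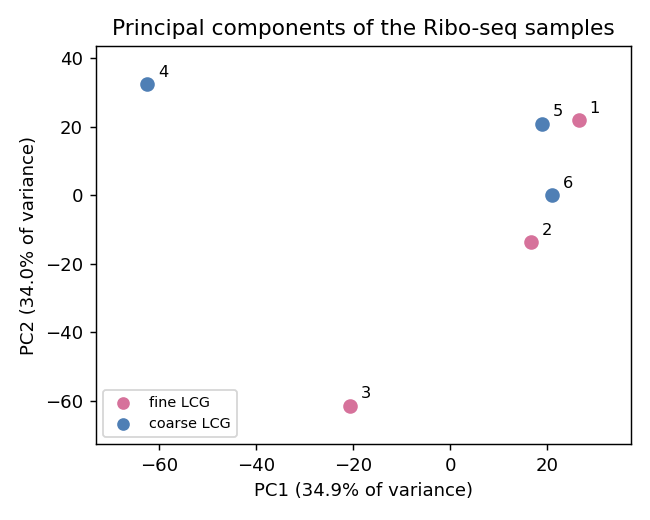
First and second principal components of the log2 CPM of the 7996 genes tested, with fine LCG in pink and coarse LCG in blue and each point marked with its goat number. CT LCG 4 and FT LCG 3 lie apart from the other 4 goats, which hold goats of both groups.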

The genes with high expression in fine LCG had lower expression in coarse LCG, and the genes with low expression in fine LCG had higher expression in coarse LCG (Figures 4A–C).

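The values of the 3 fine and the 3 coarse goats did not overlap in 673 of the 7996 genes tested, or 8.42%, where chance gives 10%. Of these, 347 were higher and 326 were lower in fine LCG. Among the 262 genes with an unadjusted p under 0.05, 188 had groups that did not overlap. Among those 188, the smallest p of genes higher in fine LCG belonged to SCIN, COL6A5, LOC102181202, MIR223 and LCP1, and those of genes lower in fine LCG to ZNF550, LOC108636746, SLC25A11, RARRES1 and LOC102188887. SCIN had 20.3 ± 2.16 CPM in fine LCG and 4.45 ± 1.69 in coarse LCG (SD, n = 3 in each group), a log2 fold change of 2.05 (standard error 0.352). Its unadjusted p was 0.000130 and its adjusted p 1.00 in edgeR's quasi-likelihood test. LCP1, which Table 3 does not list, had a log2 fold change of 1.62 (standard error 0.414). SLC25A11 had 4.73 ± 1.44 CPM in fine LCG and 13.6 ± 2.44 in coarse LCG (SD, n = 3 in each group), a log2 fold change of -1.41 (standard error 0.363). RARRES1 had a log2 fold change of -1.48 (standard error 0.398). ZNF550 had between 1 and 32 counts per goat, a depth at which its log2 fold change of -2.21 has a standard error of 0.536.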

**FIGURE 4:**
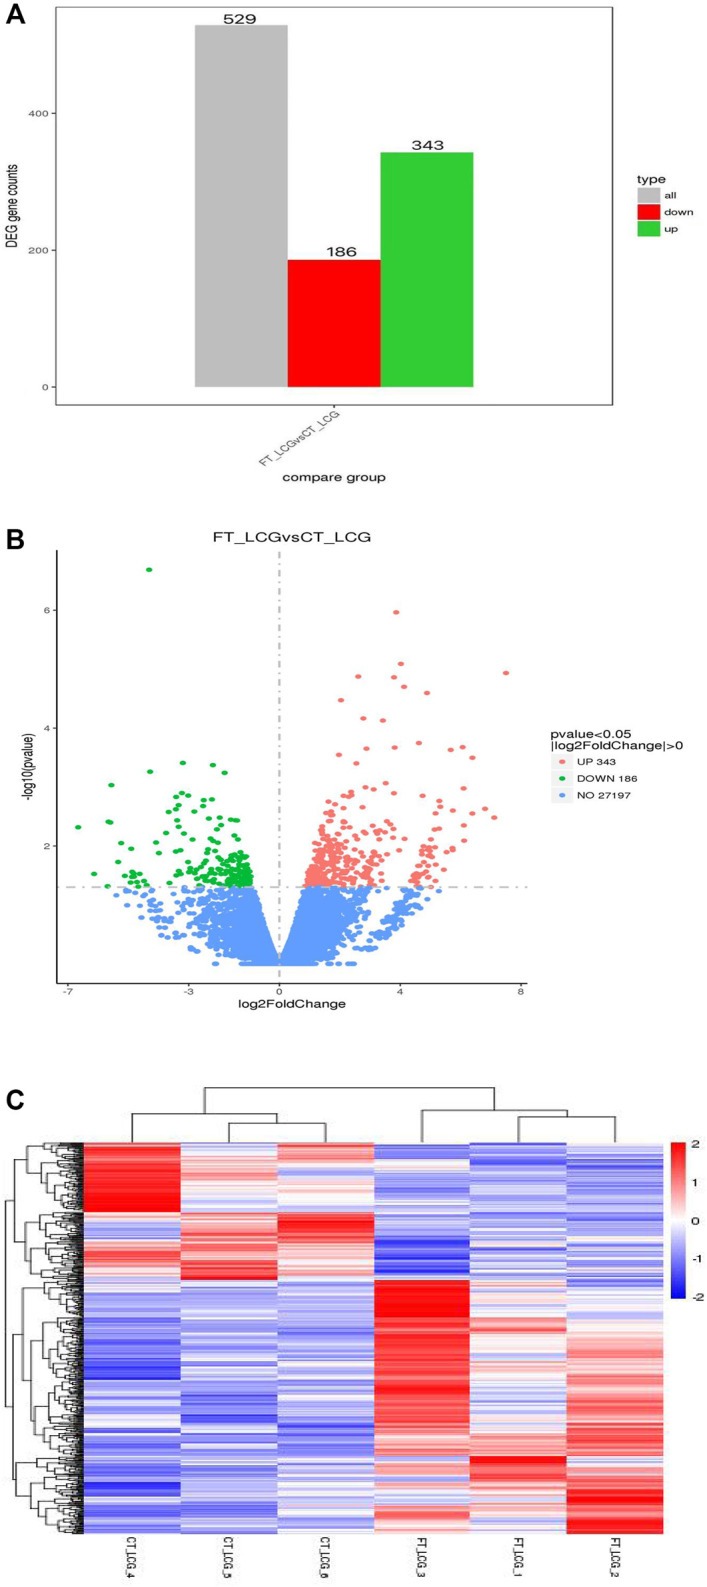
Statistical chart of the number of different genes between fine type and coarse type LCG. **(A)** The abscissa of the histogram is divided into two groups: fine type and coarse type, the ordinate is the gene counts. **(B)** In the volcanic map, the abscissa represents the log2foldchange of gene expression in the treatment and control groups, and the ordinate represents the significant level of gene expression difference between the treatment and control groups, in which the upregulated genes are indicated by red dots and the downregulated genes are indicated by green dots. **(C)** Gene expression cluster map of fine and coarse type LCG. In the graph, red indicates high gene expression and blue indicates low gene expression. The abscissa is the sample name, and the ordinate is the normalized value of RPKM.

### GO Enrichment Analysis and KEGG Enrichment Analysis of Differential Genes

We Used ClusterProfiler Software (Yu et al., 2012) for analysis, through GO enrichment analysis, we selected the first 30 for analysis, and found 491 significantly enriched genes, including biological process (BP, 257), cell composition (CC, 64), and molecular function (MF, 170). The function was mainly in the extracellular region (Figures 5A,B). 

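The GO annotation was not used here, and extracellular families were tested as gene sets fixed by symbol. Over the 22 collagen genes tested in the Ribo-seq counts, the median log2 fold change was 0.59, with 18 higher and 4 lower in fine LCG (camera with a preset correlation of 0.01, adjusted p = 5.47e-05). Without FT LCG 2 this median was 0.31 (adjusted p = 0.0431). Collagens, laminins, integrins, tenascins and thrombospondins together had a median of 0.53 over 54 genes, with 48 higher in fine LCG (adjusted p = 3.32e-10). Over the 19 peptidase inhibitors the median was 0.16, with 12 higher in fine LCG (adjusted p = 0.249). It was 0.22 without FT LCG 3 (camera, adjusted p = 0.0160) and 0.02 without FT LCG 2 (camera, adjusted p = 0.783). Of the 13 sets with genes to test, 7 had an adjusted p under 0.05 in camera, 4 higher and 3 lower in fine LCG. None of the 7 held under fry, which estimates the correlation between genes from the samples, and the smallest unadjusted p of fry was 0.0556. In the mRNA-seq counts, 33 of the 35 collagens tested were higher in fine LCG, with a median of 0.60 (camera, adjusted p = 2.50e-10; fry, unadjusted p = 0.113), which was 0.31 without CT LCG 6.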

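The KEGG annotation was not used here. Gene families were again found by symbol, which gave 34 keratins and 4 keratin-associated proteins. Members of these families without such a symbol were not covered, so the 4 genes may not stand for their family. Among keratins, which include hair keratins, 13 of 24 genes tested were higher in fine LCG, with a median log2 fold change of 0.02 in the Ribo-seq counts that changed sign to -0.03 without CT LCG 5. The 4 keratin-associated proteins tested were all lower in fine LCG, with a median of -1.16 (camera, adjusted p = 0.000143; fry, unadjusted p = 0.0596), while in the mRNA-seq counts 2 of the 4 were lower. Without CT LCG 4 the Ribo-seq median was -0.72 (camera, adjusted p = 0.00810). Of the 77 cytosolic ribosomal proteins, 63 were lower in fine LCG, with a median of -0.24 (camera, adjusted p = 5.56e-05; fry, unadjusted p = 0.229), between -0.37 without FT LCG 1 and -0.12 without FT LCG 3. The 166 microRNA genes tested had a median of 0.28 (camera, adjusted p = 0.00487), which turned to -0.13 without FT LCG 3 (camera, adjusted p = 0.000813).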

From the results of KEGG enrichment, the most significant 20 KEGG pathways were selected, and the most enriched pathway was the human papillomavirus infection pathway (Figures 5C,D).

**FIGURE 5:**
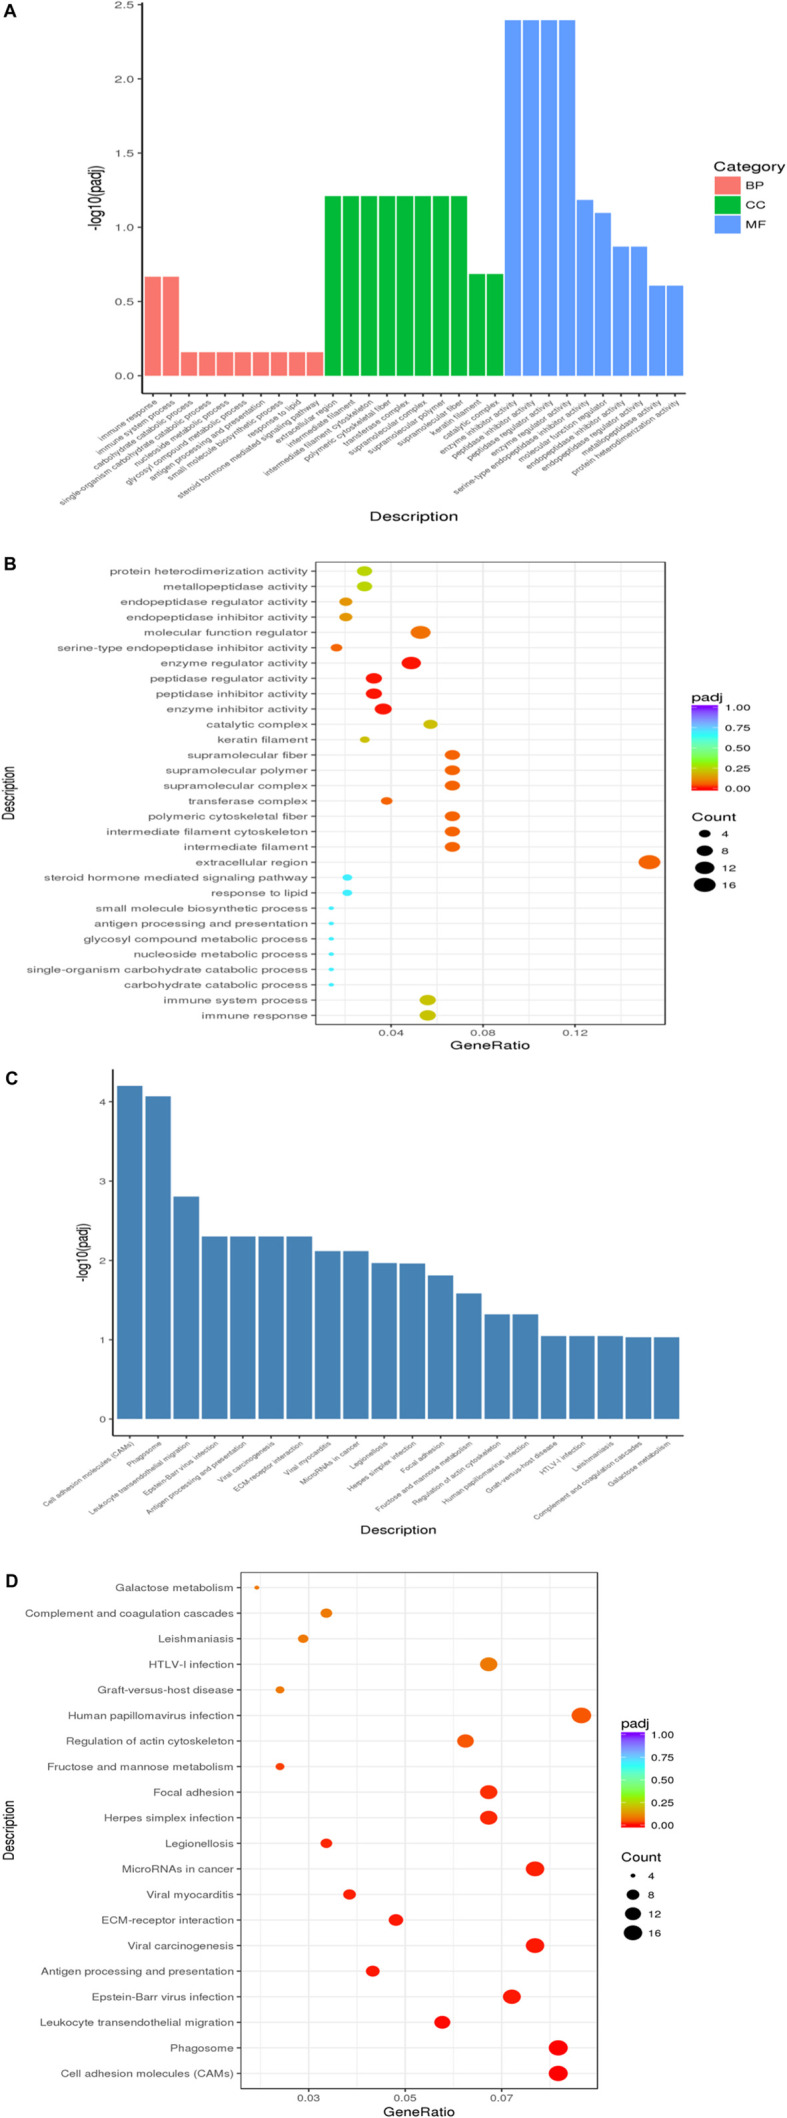
Enrichment analysis in LCG. **(A)** GO enrichment analysis histogram, the abscissa is the GO term, and the ordinate is the significance level of GO term enrichment. Height was positively correlated with the significance. Different colors represent BP, CC, and MF. **(B)** Scatter plot of enrichment analysis, the horizontal coordinate in the Panel is the ratio of the number of different genes annotated to the GO term and the total number of different genes. The ordinate is the GO term, the size of points represents the number of genes annotated to the GO term, and the level of enrichment varies from purple to red. **(C)** KEGG enrichment analysis histogram, the horizontal coordinate in the panel is the KEGG pathway, and the longitudinal coordinate is the significance level of channel enrichment, and the height of the histogram indicates the degree of enrichment. **(D)** Scatter plot of KEGG enrichment analysis, the abscissa is the ratio of the number of differential genes annotated to the KEGG pathway to the total number of differential genes. The ordinate is the KEGG pathway. The size of the dot represents the number of genes annotated to the KEGG pathway. And the level of enrichment varies from purple to red.

### P-Site Analysis of Six LCGs

During translation, ribosomes move in the unit of codon length (3 nt) relative to RNA. Therefore, based on P-site, RPF fragments from normal translation should be periodically distributed on RNA. The translation starts at 12 nt upstream of the initiation codon, and the distance from the termination codon 15 nt disappears gradually. This is direct evidence of whether an RNA is translated. The length of RNA fragments protected by the ribosome from the initial codon to the termination codon of three samples of LCG was 26, 27, and 28 nt, respectively (Figure 6).

**FIGURE 6:**
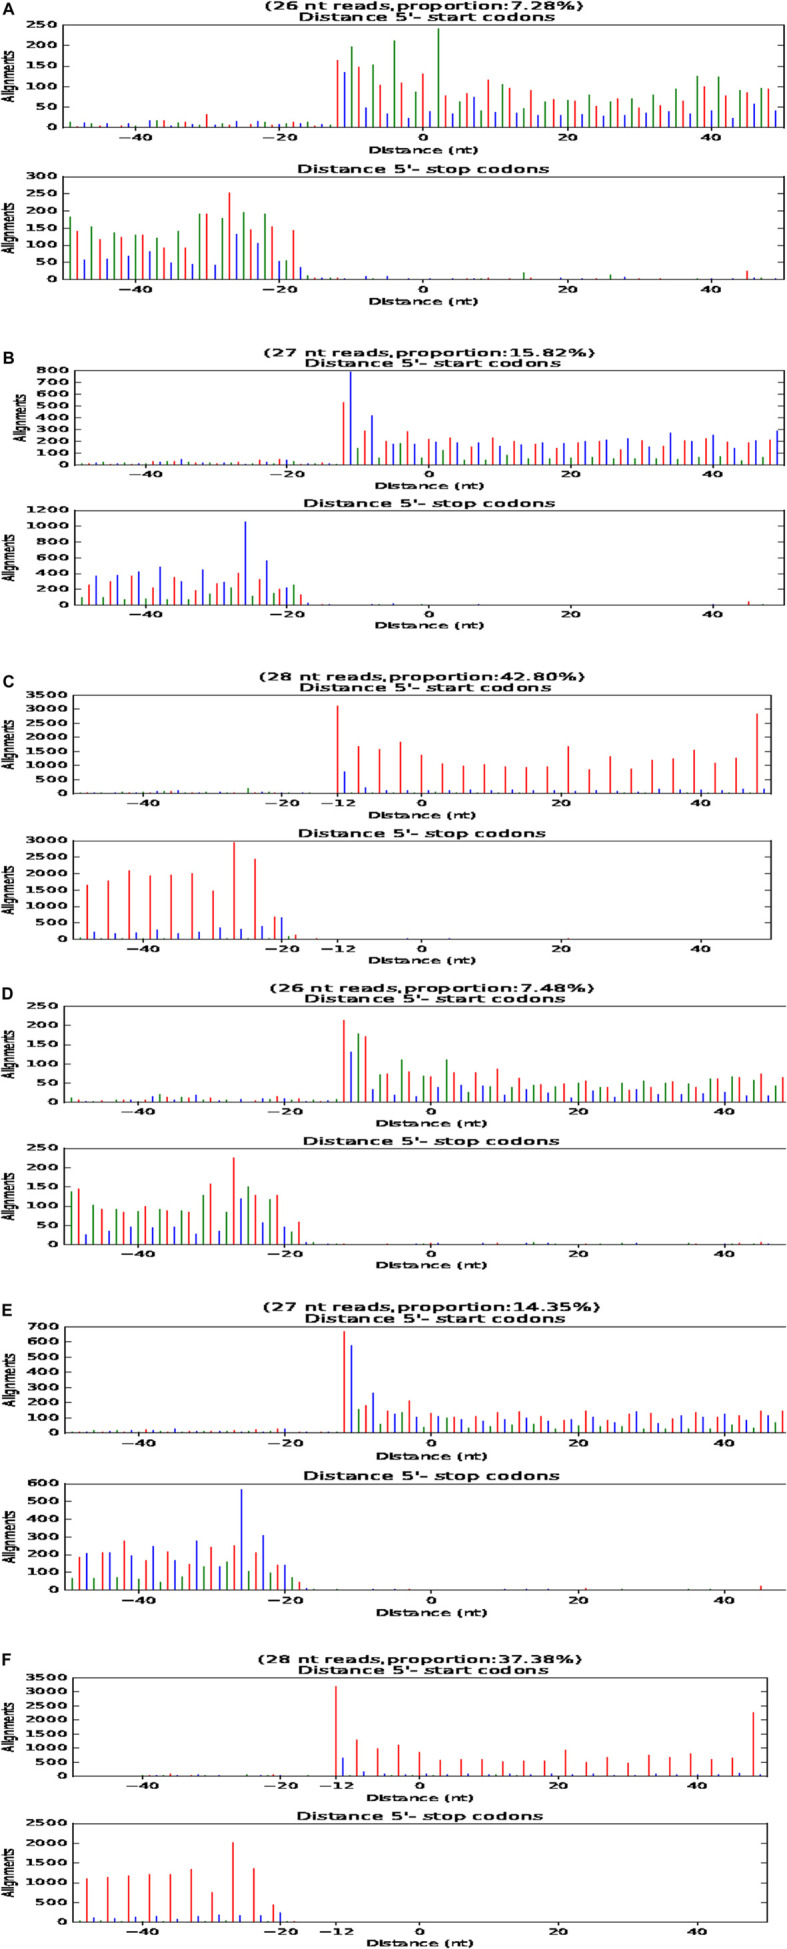
P-site map of fine type and coarse type LCG. The abscissa is the distance from the start code or stop code, and the ordinate is the reads on the comparison. **(A–C)** P-site map of three fine type samples of LCG. **(D–F)** P-site map of three coarse samples of LCG.

### ORF Analysis of Six Samples of LCGs

In the samples of fine LCG, 9925 genes were transformed into protein during the translation process, accounting for 95.5% of the total. Among them, 47 uORF (0.5%) and 9 dORF (0.1%) could be translated into protein. There were 69 overlapping genes (0.7%), 286 novel-PCGs (2.8%), and 59 novel-NonPCGs (0.6%) (Figure 7A). There were 8540 genes (96.3%) transformed into protein in coarse LCG samples during translation, among which 23 genes (0.3%) were uORF and 6 genes (0.1%) were dORF. There were 35 overlapping genes (0.4%), 229 novel-PCGs (2.6%), and 36 novel-NonPCGs (0.4%) (Figure 7B).

**FIGURE 7:**
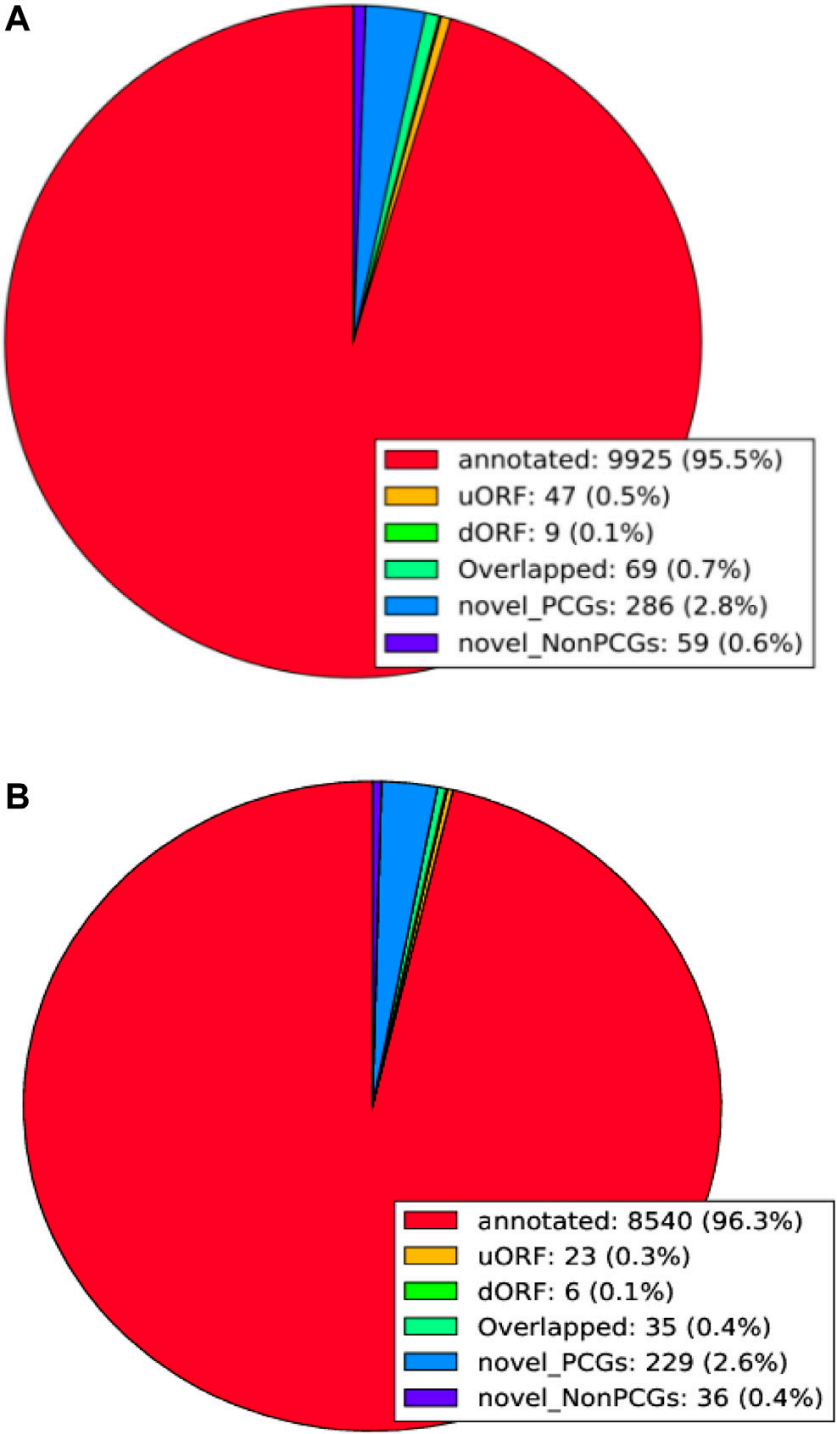
ORF analysis of LCG. **(A)** ORF analysis of fine LCG. **(B)** ORF analysis of coarse LCG.

## Discussion

LCG is unique in China, which produces a large number of high-quality cashmere fibers. Moreover, China is one of the largest cashmere producing countries in the world, which has made great contributions to the fiber industry and textile industry, and plays an indispensable role in the global cashmere industry (Zheng et al., 2020). But at present, the pursuit of cashmere fineness is increasing, and the cashmere fineness of LCG is still showing a relatively coarse trend, and quality cashmere products are still insufficient. Reducing cashmere fineness is an important issue (Zheng et al., 2019). Ribosome profiling is a mature method to identify translation regions by high-throughput sequencing, which fills the gap between RNA sequencing and proteomics, and has become a powerful tool for gene expression (Calviello and Ohler, 2017). Ribo-seq can not only measure the translation efficiency according to the relative abundance of ribosomes on transcripts, but also reveal the dynamic and local regulation of different translation stages according to the location information of footprints on transcripts (Li et al., 2020).

However, little is known about the issue of cashmere fineness of LCG by Ribo-seq sequencing in translatomics. In this study, we selected six adult female Liaoning Cashmere Goats (LCGs) with different cashmere fineness (divided into two groups). The coarse Liaoning Cashmere Goat sample group was the reference group, and the fine Liaoning Cashmere Goat sample group was the experimental group. The classification of groups was based on the phenotypic determination of cashmere fineness (cashmere fineness analyzer, sirolan technology, Australia). A total of 529 differentially expressed genes were identified by Ribo-seq sequencing, of which 343 were upregulated and 186 were downregulated. And the enrichment length of mRNA fragments was 22 nt.

*COL6A5* (formerly known as *COL29A1*) is a member of the collagen superfamily. The gene is located on the long arm of chromosome 3 (Strafella et al., 2019), with a length of 8742. It is a protein-coding gene and is considered to be an extracellular matrix protein, accounting for 30% of the total mammalian protein (Haq et al., 2019). 

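In the deposited table, COL6A5 has the identifier 102178669 and lies on goat chromosome 1 of ARS1.2 from 151692840 to 151856776 on the minus strand. The interval spans 163937 bases, and the table gives the gene a length of 8742 bases. Its neighbour COL6A6, another collagen VI gene, lies on the same strand from 151475673 to 151649851.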

*COL6A5* was found in the epithelial tissues of lung and gastrointestinal tract (Fitzgerald et al., 2008), but the highest expression was found below the dermal epidermal junction and around the reticular dermal vessels (Sabatelli et al., 2011). It was found that *COL6A5* fibroblasts existed in atopic dermatitis skin, but not in healthy tissues (He et al., 2020). The *COL6A5* gene is not only associated with skin inflammation, but also with cancer. It has been confirmed that the *COL6A5* gene is significantly associated with the overall survival rate of patients with esophageal squamous cell carcinoma (ESCC). The overall survival rate of ESCC patients with low expression of the *COL6A5* gene is poor, which may become a diagnostic marker of ESCC as a collagen gene (Li et al., 2019). Abundant type ⅵcollagen in lung tissue α5 (*COL6A5*), rs13062453, rs1497305, and rs77123808 of *COL6A5* polymorphism are associated with lung cancer risk in Chinese Han population, and the overall survival rate of patients with low expression of the *COL6A5* gene is poor (Duan et al., 2020). These studies can infer that the *COL6A5* gene may play a role in changing the hair follicle and cashmere fineness of LCG.

Because of that and because another gene from the same family, COL1A1, is known to have an impact on changing cashmere fineness (Wang et al., 2021), we hypothesize that COL6A5 is a candidate gene for future studies regarding cashmere fineness. Studies have shown that *COL6A5* is associated with familial chronic neurotrophic itching (Martinelli-Boneschi et al., 2017). It has been found that *COL6A5* expression in the papillary dermis and the surrounding dermis of the patients is reduced (Weisshaar and Dalgard, 2009; Ständer et al., 2010), and the incidence rate increases with age. This is the first time that the link between the *COL6A5* gene and chronic pruritus has been revealed. Some studies have found a link between *COL6A5* variants, reduced bone mass, dyspnea, and giant cell arteritis (Wang et al., 2016). In psoriasis (Ps) and psoriatic arthritis (PsA), bioinformatics analysis revealed that *COL6A5* and *COL8A1* participate in the altered proliferation and angiogenesis pathways in Ps/PsA, participate in inflammatory response together with *miR-146a,* and participate in the common and different biological pathways of Ps and PsA (Caputo et al., 2020).

The collagen gene may be closely related to the PI3K/Akt/mTOR pathway, p53 pathway, apoptosis, and cell cycle. *COL1A1* and *FGF10* genes are also enriched in the PI3K/Akt/mTOR pathway. *COL1A1* can regulate the growth of alpaca wool fiber, and *FGF10* can prolong the growth period of mouse hair follicles and promote hair growth (Maiese, 2015; Huang et al., 2017; Mendoza et al., 2019). Therefore, we take *COL6A5* gene as a candidate gene for cashmere fineness research in the future.

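COL6A5 had 18.4, 244.1 and 340.8 Ribo-seq CPM in FT LCG 1 to 3 and 16.2, 10.2 and 13.7 in CT LCG 4 to 6, a mean of 201 ± 165 in fine LCG and 13.4 ± 3.01 in coarse LCG (SD, n = 3 in each group). Its log2 fold change was 3.93 (standard error 0.849), with an unadjusted p of 0.000801 and an adjusted p of 1.00 from edgeR's quasi-likelihood test. Each fine goat had a higher value than each coarse goat (exact two-sided permutation test, p = 0.1), and FT LCG 1 lay close to the coarse goats. The adjusted p was 0.00199 with DESeq2 and 3.54e-10 without the filter on low counts, and it was between 0.00158 and 1.00 over the fits that each left out a goat, the lowest without FT LCG 1. In those fits the log2 fold change was between 3.33 and 4.47. In the mRNA-seq counts of the same goats, COL6A5 had 18.3, 298.9 and 185.2 CPM in FT LCG 1 to 3 and 126.3, 13.1 and 9.50 in CT LCG 4 to 6, a log2 fold change of 1.76 (standard error 1.21, unadjusted p = 0.188). The groups overlapped there (exact two-sided permutation test, p = 0.2). Without CT LCG 4 the mRNA-seq log2 fold change was 3.91 (unadjusted p = 0.0106 from edgeR's quasi-likelihood test). The other collagen VI genes had smaller Ribo-seq log2 fold changes, 0.86 for COL6A1, 0.63 for COL6A2, 1.15 for COL6A3 and 2.18 for COL6A6. Over the fits that each left out a goat, COL6A1 ran from 0.47 to 1.10 and COL6A2 from 0.31 to 0.84. COL6A3 ran from 0.58 to 1.43 and COL6A6 from 1.60 to 2.66. COL1A1 had a log2 fold change of -0.59 (standard error 0.781, unadjusted p = 0.465), between -1.11 and -0.14 over those fits. FGF10 had at most 7 counts per goat and was not tested. Of the genes the paper cites from earlier transcriptomics, LTBP2 had a log2 fold change of 1.25 (standard error 0.514, unadjusted p = 0.0337, adjusted p = 1.00). It was 0.51 without FT LCG 2 (unadjusted p = 0.290), and its unadjusted p was also above 0.05 without CT LCG 4 and without CT LCG 5. TCHH had a log2 fold change of 0.49 and NFKBIA one of -0.14, which changed sign to 0.03 without FT LCG 2. CXCL8 had at most 3 counts per goat and was not tested. From its Ribo-seq comparison and published work on COL6A5, COL1A1 and FGF10, the paper takes COL6A5 as a candidate gene for cashmere fineness.

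**Figure D3:**
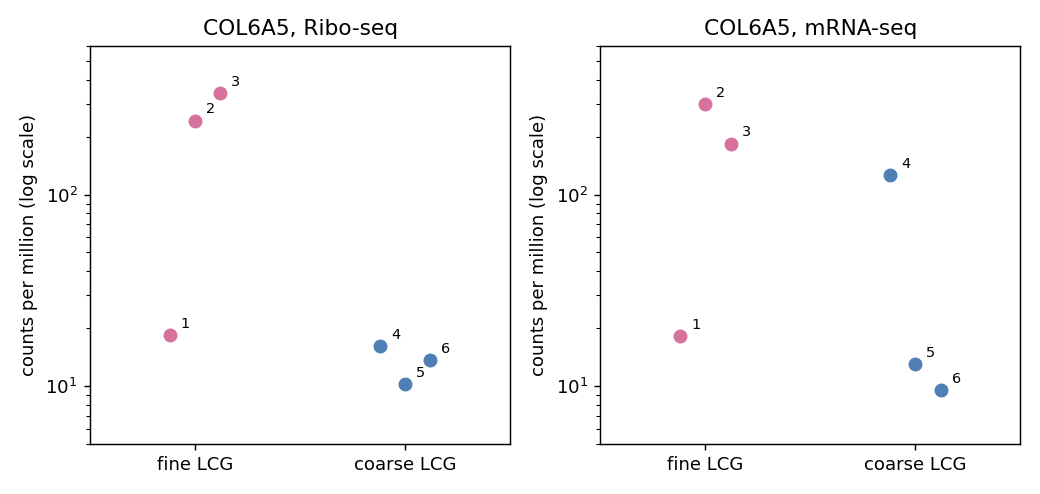
COL6A5 CPM (log scale) in the Ribo-seq and mRNA-seq counts of each goat, with fine LCG in pink and coarse LCG in blue and each point marked with its goat number. In Ribo-seq the fine goats lie between 18.4 and 340.8 and the coarse goats between 10.2 and 16.2, and in mRNA-seq CT LCG 4 lies at 126.3, among the fine goats.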

In living organisms, ribosomes synthesize proteins in the process of translation, and translation regulation itself goes beyond the three processes of transcription, mRNA degradation, and protein degradation. Like other omics, translatomics analyzes all components in the translation process, and also includes the study of mRNAs, ribosomes, tRNAs, regulatory RNAs, and newborn peptide chains (Zhao et al., 2019). Meanwhile, the correlation between the transcriptome and proteome is usually very poor in omics data, because the phenomenon of post transcriptional regulation, translation control, and other factors such as frameset translation is common. Translational sequencing can accurately quantify the genes being translated, and indirectly detect the protein expression from the genomic level, indicating the real situation of gene transcription and expression in biological samples. In addition, by comparing the gene translation differences between different samples, we can reveal the molecular mechanism of related physiological and pathological differences. Translatomics is a bridge between transcriptomics and proteomics. The multi omics analysis of translatomics can better study the mechanism of translation regulation. By analyzing the correlation between translatomics and transcriptomics, we can study the change of translation rate within genes, compare the relationship between gene transcription and translation, and study the difference of gene translation efficiency under different physiological and pathological conditions by calculating gene translation efficiency, to explain its molecular mechanism. The association analysis of translatomics and proteomics can study the relationship between transient translation and protein accumulation, assist proteome identification, provide evidence of gene translation, and indirectly determine the proteins expressed in biological samples.

It is critical to accurately investigate the underlying mechanisms of miRNA translation inhibition, and analyze the effect of post transcriptional regulation and RNA modification on gene translation. It is generally believed that the gene that can encode a protein with a length of more than 100 amino acids is a protein coding gene, while other gene sequences are noncoding sequences. However, in recent years, more studies have shown that some RNA regions (including lncRNA, 5′UTR, 3′UTR, circRNA, etc.) that are traditionally considered not to encode proteins can translate some peptides with a length of less than 100 amino acids. These peptides, of less than 100 amino acids in length, also play a variety of important roles in organisms, including ontogeny, muscle contraction, and DNA repair. Because translatomics is used to sequence and quantify the RNA molecules being translated, it can provide direct translation evidence for these noncoding sequences, and help to find and identify new unknown peptides.

## Conclusion

In conclusion, this study analyzed the process of screening cashmere fineness functional genes by translatomics through Ribo-seq sequencing, found that the *COL6A5* gene may play an important role in cashmere fineness regulation, and provided some theoretical basis for future research on this gene in the field of cashmere fineness regulation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO Database, GSE186959.

How the deposited data were processed for this re-analysis (not part of the article)

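Ribo-seq was measured in skin of 3 fine LCGs and 3 coarse LCGs, 1 library per goat. The authors deposited a count table with raw HTSeq counts per gene for the 6 Ribo-seq samples and for 6 mRNA-seq columns, and tables of RPKM values of both kinds. As the authors describe them, reads were trimmed, rRNA and tRNA reads were removed and the rest were mapped with TopHat2. The genome build and the HTSeq settings are not named in the paper's text. Whole numbers in the count table and a divisor that is constant within each RPKM column were checked on the deposited values. The RPKM divisor equals DESeq2's size factor times a constant, a different one for each assay. The mRNA-seq columns were assigned to goats by their names, and the pairing was checked by comparing the deviations of each goat between the 2 assays.

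Ribo-seq totals were between 1218210 and 3587500 counts per goat and mRNA-seq totals between 17293093 and 17868998. Because microRNA genes and a few other rows took most of the Ribo-seq counts, between 362177 and 1287849 counts per goat fell on protein-coding genes, which limits what can be seen for genes of low abundance.

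Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. In edgeR, genes were kept by filterByExpr with its defaults, libraries were normalized by TMM, and fine LCG was compared with coarse LCG by glmQLFit and glmQLFTest, two-sided, without covariates. Genes were counted at an unadjusted p under 0.05 and at a Benjamini-Hochberg adjusted p under 0.05. The paper's methods describe this adjustment and give a threshold of p under 0.05, without saying whether that p is the adjusted one. edgeR's exact test on all rows, chosen after seeing the values, gave the paper's 529 genes at unadjusted p and 2 genes after adjustment. The paper's count thus matches unadjusted p. CPM, counts scaled by edgeR to the normalized library size, were taken to log2 with a prior count of 2. Values of single genes and samples were also compared by exact two-sided permutation tests over the 10 splits of 6 goats into 3 and 3. Translational efficiency was tested as the interaction of assay and condition on the counts of both assays in edgeR, without and with goat as a block. The methods were tested on simulated data in which 200 genes were changed by 3 on the log2 scale, with independent noise for each gene. Tests of gene sets used camera with a preset correlation of 0.01, and fry, on log2 CPM. The median of a set is over differences between group means of log2 CPM, while the log2 fold change of a single gene is edgeR's estimate.

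Gene sets were fixed by symbol before the data were examined: keratins, keratin-associated proteins, collagens, collagens with laminins, integrins, tenascins and thrombospondins, peptidase inhibitors, cytosolic ribosomal proteins, microRNA genes, and marker genes of myeloid cells and neutrophils, lymphocytes, erythrocytes, liver and plasma proteins, skeletal muscle, adipocytes, sebaceous glands, suprabasal epidermis and hair follicle inner root sheath. The symbol pattern for microRNA genes also matched 3 protein-coding genes, which were left out. Several lists hold genes of skin itself, and CX3CR1, SPI1, LTF and BCL2A1 of the myeloid list, ITIH4 and AGP of the plasma list and KRT2 of the epidermis list are in Table 3, and KRT10 is in Table 2.

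Single genes were named by a rule fixed before the data were examined: genes of Tables 2 and 3 that a result needs, the genes the paper discusses as candidates, members of the gene sets, and the 5 genes with the smallest unadjusted p in each direction among those whose groups do not overlap. COL6A6 was added as the neighbour of COL6A5, and ADIPOQ and PLIN1 were chosen after their values were seen.

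Alternatives set before the data were examined were DESeq2, no filter on low counts, at least 10 counts in every sample, RLE and upper-quartile normalization, leaving out microRNA genes, limma's voom with sample quality weights, robust estimation, leaving out each goat, fry, other totals for the microRNA share, other rows and a pseudocount of 0.1 for log2(RPKM+1), no filter on low values for translational efficiency and Pearson correlation for the whole profile. Alternatives chosen after seeing the data were edgeR's exact test on all rows, protein-coding genes alone, goat as a block, libraries thinned to the smallest total and, for RPKM, the rows above 0 in the sample itself. A pseudocount for translational efficiency was not run, because the test used counts. Read lengths, genomic regions, P-sites and open reading frames were not analysed here, since the analysis started from counts per gene, and GO and KEGG terms were not used.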

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

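The tests in this part were chosen only after the results were seen, apart from those named next. Set before the data were examined were edgeR's comparison of fine with coarse LCG, camera and fry. So were the model of translational efficiency without goat and the fits that each left out a goat. Each group has 3 goats, so no sample was tested as an outlier, and the results below were singled out because the paper does not compare the mRNA-seq counts between fine and coarse LCG and does not report on the row described as TAR1. Ribo-seq values that the paper's tables list are given beside them.

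The Ribo-seq counts of a row without a gene symbol, which lies on an unplaced sequence and which the authors' table describes as protein TAR1, summed to 989032 over the 6 goats, between 2.07% of the counts in FT LCG 3 and 13.2% in CT LCG 6. With LOC108638395 and LOC108635080, it took 28.9 ± 13.1% of the counts in fine LCG and 41.5 ± 14.9% in coarse LCG (SD, n = 3 in each group; exact two-sided permutation test, p = 0.4). Translation of a messenger RNA from LOC108638395 has no trace in the mRNA-seq counts, which are 0 for this row over the 6 goats. Fragments of rRNA that remained after filtering are a candidate source. Across the 6 goats, the share of LOC108638395 rose with the share of rRNA in the clean reads of the paper's Table 1 (Pearson r = 0.692, exact permutation p = 0.136; Spearman rho = 0.657, exact permutation p = 0.175), and r was 0.889 without the 2 goats farthest from the median rRNA share. For LOC108635080 r was 0.690 (exact permutation p = 0.122), and 0.0558 without the 2 farthest goats, and for the row described as TAR1 it was -0.171 (exact permutation p = 0.783). With Benjamini-Hochberg adjustment over the 3 relations, the smallest p was 0.204. With 6 goats, rRNA fragments and another source cannot be told apart. The design gives no biological explanation that was tested.

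The mRNA-seq count of COL6A5 in CT LCG 4 was 2183, against 207 and 172 in the other coarse goats, and 325, 5504 and 3259 in FT LCG 1 to 3. The mRNA-seq column of CT LCG 4 thus stood with 2 of the fine goats, while its Ribo-seq count was 13. The difference in Ribo-seq between the groups does not come from the low depth of the CT LCG 4 library, since the log2 fold change was 4.06 without that goat. Reads moved between COL6A5 and its neighbouring paralog COL6A6 at the same rate in every goat would change both genes the same way. The log2 fold change of COL6A6, 2.18 (standard error 0.677) in the same direction, therefore cannot decide whether reads were moved. COL6A6 had 142 Ribo-seq counts over the 6 goats, against 2156 for COL6A5. A difference in the mRNA level stays open. The ratio of Ribo-seq to mRNA-seq had a log2 fold change of 2.16 (standard error 1.63, unadjusted p = 0.208 in edgeR's quasi-likelihood test) in a model without goat, 0.97 (unadjusted p = 0.180) with goat as a block, chosen after seeing the data, and 0.10 without CT LCG 4. Goat by goat, the log2 ratio relative to all genes was 2.44, 2.02 and 3.23 in FT LCG 1 to 3 and -0.51, 2.15 and 2.94 in CT LCG 4 to 6. In this way translation and mRNA level cannot be told apart for this gene. More matrix-producing cells in the fine skin samples would raise collagens alike. The median of the 21 other collagens was 0.585 on the log2 CPM scale, against 3.08 for COL6A5, so the typical collagen differed less. In edgeR none of the 21 reached 2.23, the log2 fold change of COL6A5 less 2 standard errors. COL6A6, at 2.18 (standard error 0.677), lay close to that bound, which leaves out the standard errors of the other collagens. The bound therefore cannot exclude this explanation. More of a cell type that makes COL6A5 and COL6A6 but few other collagens was not tested. In CT LCG 4 the Ribo-seq to mRNA-seq ratio of COL6A5 lay 3.06 below that of the other goats on the log2 scale, in the lowest 0.901% of 7659 genes, and the median over 22 collagens was -1.14 in this goat. Its Ribo-seq and mRNA-seq columns also had the weakest match of the 6 goats (correlation of deviations 0.0962), which limits what their ratio shows. A genetic or developmental difference between fine and coarse goats was not tested.

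In the mRNA-seq counts, the median log2 fold change of collagens, laminins, integrins, tenascins and thrombospondins was 0.45, with 68 of 74 genes higher in fine LCG (camera, adjusted p = 1.06e-11; fry, unadjusted p = 0.159). The median was 0.20 without CT LCG 6 and 0.70 without CT LCG 4. Of the 16 sets, 7 had an adjusted p under 0.05 in camera and none under fry, and 3 of the 10 splits of the 6 goats into 3 and 3 gave as many sets in camera. In the Ribo-seq counts, 1 of the 10 splits, the real one, gave as many as 7 sets, the smallest share that 10 splits allow. Less epidermis in the fine skin samples would raise matrix genes and lower epidermis genes, but suprabasal epidermis genes had a median of 0.39 in the mRNA-seq counts, with 11 of 12 higher in fine LCG. The fry test of that list gave an unadjusted p of 0.336, so the tissue composition of the samples and a difference between the goats cannot be told apart.

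In the mRNA-seq counts, which the paper does not compare between groups, 280 of 16162 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 196 higher and 84 lower in fine LCG, and none had an adjusted p under 0.05. As many genes were found in 9 of the 10 splits of the 6 goats. Without FT LCG 1 the count was 892, and without FT LCG 2 it was 158. A grouping of the goats by chance cannot be told apart from a difference between fine and coarse LCG with 10 splits.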

How the results depend on the processing

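The alternatives were set before the data were examined, apart from those named as chosen after seeing the data. The tests by splits of the goats were chosen only after the results were seen. The log2 fold change of COL6A5 in the Ribo-seq counts kept its direction in every setting run, between 3.33 and 4.47 over the fits that each left out a goat. Its adjusted p, 1.00 in the reported test, was under 0.05 with DESeq2 (log2 fold change 3.91, adjusted p = 0.00199), without the filter on low counts (3.87, adjusted p = 3.54e-10), without FT LCG 1 (4.47, adjusted p = 0.00158) and in edgeR's exact test on all rows, chosen after seeing the data (3.87, adjusted p = 0.0151), and above 0.5 in the other settings. The cause was not tested.

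The 262 Ribo-seq genes with an unadjusted p under 0.05, 165 higher and 97 lower in fine LCG, became 761 (474 higher, 287 lower) without the filter on low counts and 81 (49 higher, 32 lower) with at least 10 counts in every sample, which tested 2741 genes. Voom with sample quality weights gave 674 (344 higher, 330 lower), of which 232 were among the 262, and the share of genes higher in fine LCG was 51.0% against 63.0%. The exact test gave 529 (343 higher, 186 lower). Over the fits that each left out a goat the count ran from 192 without FT LCG 2 to 648 without FT LCG 1, from 107 to 352 for genes higher and from 84 to 296 for genes lower in fine LCG. Genes with an adjusted p under 0.05, 0 in the reported test, were 1 with DESeq2, 65 without the filter, 2 in the exact test and 0 to 1 over the fits that left out a goat, with the 1 without FT LCG 1. RLE and upper-quartile normalization, robust estimation, leaving out microRNA genes and protein-coding genes alone left these counts within 1.5 times. The exact test and protein-coding genes alone were chosen after seeing the data. As large a count of unadjusted genes came from 6 of the 10 splits of the 6 goats into 3 and 3, both in the reported test and in the exact test. For adjusted genes, any split reaches the 0 of the reported test, so that comparison carries no information. The exact test gave 2 adjusted genes, 1 of them COL6A5, and 6 of the 10 splits gave at least 2, up to 69 for FT LCG 1, CT LCG 4 and CT LCG 5 against the rest. Of the genes in Table 3, 19 were tested and had its direction, against 40 with DESeq2, without the filter and in the exact test, 6 with at least 10 counts in every sample and 21 to 29 over the fits that left out a goat. In each case the number follows the number of genes tested, and the directions come from the same goats as Table 3.

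The mRNA-seq counts gave 280 genes, 196 higher and 84 lower. DESeq2 gave 421 (134 lower, 5 with an adjusted p under 0.05), the exact test 464 (315 higher, 149 lower, 3 adjusted), no filter 127 lower and voom 133 lower. Leaving out a goat gave 158 to 892 genes, 109 to 569 higher and 49 to 323 lower, the lowest without FT LCG 2 and the highest without FT LCG 1. Translational efficiency gave 102 genes at unadjusted p, 523 without a filter on low values, 157 with goat as a block (chosen after seeing the data) and 111 to 231 over the fits that left out a goat, the highest without CT LCG 6. The 7 gene sets in Ribo-seq and the 7 in mRNA-seq became 0 and 0 under fry, and in mRNA-seq 4 to 8 over the fits that left out a goat. The causes were not tested.

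Rows with a Ribo-seq count in coarse LCG alone ran from 848 without CT LCG 6 to 2011 without FT LCG 2, around 1367. The difference in the interquartile range of log2(RPKM+1), -0.0306, reversed to 0.0289 over all rows of the table, and ran from -0.0682 to 0.00157 over the fits that left out a goat. The difference in the median, 0.0507, reversed to -0.112 over the rows above 0 in each sample itself, chosen after seeing the data. The difference in the microRNA share kept its direction and was 1.61 points without CT LCG 4. The difference between correlations within and between groups stayed between -0.00623 and -0.00387 in the 4 settings.

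Among 17 other named genes, 1 reversed: NFKBIA ran from -0.282 to 0.0268 over the fits that left out a goat. Among the gene sets, medians that reversed when a goat was left out were, in Ribo-seq, keratins (-0.0277 to 0.138), microRNA genes (-0.129 to 0.594) and adipocytes (-0.928 to 0.158), and in mRNA-seq, keratins (-0.0553 to 0.205), keratin-associated proteins (-0.219 to 0.132), cytosolic ribosomal proteins (-0.368 to 0.00557), microRNA genes (-0.0432 to 0.406), skeletal muscle (-0.824 to 0.253), adipocytes (-0.614 to 0.0812), sebaceous glands (-0.381 to 0.0288) and hair follicle inner root sheath (-0.0179 to 0.339). The median of erythrocyte genes in mRNA-seq was 0.11 with at least 10 counts in every sample, against -0.52. Of 260 comparisons of named genes, 249 kept direction and side of the threshold, 7 were weaker and 3 stronger. Of 288 comparisons of gene sets, 232 kept them, 30 were weaker, 10 stronger and 16 reversed. The causes were not tested. The depth of CT LCG 4, with 362177 counts on protein-coding genes, limits what can be detected for genes of low abundance.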

Differences from the paper's values

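The paper counts 529 differential genes, 343 upregulated and 186 downregulated, and 27197 other genes. Here edgeR's quasi-likelihood test gave 262, 165 and 97 genes, and the genes tested without unadjusted p under 0.05 were 7734. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's without the filter on low counts (761), with voom (674) and without FT LCG 1 (648). The upregulated count did so in the same 3 settings (474, 344 and 352), and the downregulated count without FT LCG 3 (138) and without CT LCG 6 (147). The count of other genes did so with DESeq2 (19061) and without the filter (18578). DESeq2, which the paper names, gave 278 differential genes. edgeR's exact test on all 27726 rows, chosen after seeing the values, gave 529, 343, 186 and 27197.

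The p of COL6A5 was 0.000801 here and is 1.09E-06 in the paper, and no alternative set before the data were examined came within 1.5 times of it. The exact test, chosen after seeing the values, gave 1.09e-06.

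For 16 more genes of Table 3 the p differed by more than 1.5 times: the p of SCIN was 0.000130 (the paper's 3.37E-05), the p of MIR223 was 0.00246 (the paper's 6.86E-05), the p of KRT2 was 0.00222 (the paper's 7.45E-05), the p of TNC was 0.00604 (the paper's 0.000214188), the p of LTF was 0.00255 (the paper's 0.000223432), the p of LOC102181202 was 0.00139 (the paper's 0.000284781), the p of LOC102185525 was 0.00416 (the paper's 0.00039787) and the p of LOC102191415 was 0.0126 (the paper's 0.000861835). Among downregulated genes, the p of ZNF550 was 0.00182 (the paper's 0.000425155705185925), the p of LOC108636746 was 0.00227 (the paper's 0.000575441389747231), the p of MIR9 was 0.00906 (the paper's 0.00139800098028482), the p of SDC3 was 0.00478 (the paper's 0.00162620276767528), the p of ABHD15 was 0.00927 (the paper's 0.00203138254923832), the p of LOC102188887 was 0.00574 (the paper's 0.00330633387847916), the p of CHD3 was 0.0216 (the paper's 0.00342774246368716) and the p of LOC108638293 was 0.0107 (the paper's 0.00358064723751997). Among the alternatives set before the data were examined, DESeq2 came within 1.5 times for SCIN, KRT2, LOC102191415, LOC108636746, MIR9, SDC3 and CHD3, no filter for ZNF550, voom for LOC102188887, leaving out FT LCG 1 for TNC and LOC102185525, FT LCG 3 for KRT2, LOC108636746 and LOC102188887, and CT LCG 4 for ABHD15. None did for MIR223, LTF, LOC102181202 and LOC108638293. In the exact test, chosen after seeing the values, all 40 genes of Table 3 had a p within 1% of the paper's. The 21 genes of Table 3 that the filter on low counts removed have no p in the reported test. All 40 had a p under 0.05 without the filter, and 37 with DESeq2.

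Table 3 lists a value of 2.77555756 in coarse LCG for LOC102173569 normalized count, SPI1 normalized count, SHANK3 normalized count and AGP normalized count, and the normalized counts here were 0. None of the alternatives set before the data were examined closed the gap. The pseudo-counts of the exact test, chosen after seeing the values, were 2.78e-17. For the LOC102175702 normalized count in fine LCG, Table 3 prints the same digits with an exponent, 2.77555756156289E-17, and the 4 values would differ from 0 by no more than that if the exponent had been dropped.

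Table 2 lists the COL6A5 reads count as 50, 682 and 805 in FT LCG 1 to 3 and 39, 28 and 37 in CT LCG 4 to 6, and the raw counts were 76, 1437, 550, 13, 32 and 48. The other 29 genes of Table 2 are listed with their raw counts. Normalized counts of COL6A5 came within 1.5 times of the listed values for all 6 goats under each of the normalizations run, for example 49.6, 636.3, 852.5, 40.0, 27.0 and 36.4 with DESeq2's size factors. The comparison on a normalized scale was chosen after seeing the values. The pseudo-counts of the exact test, chosen after seeing the values as well, were 50.9, 682.7, 805.4, 39.6, 28.1 and 37.7.

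The paper describes Table 2 as giving the top 30 genes in each sample, without stating how they were ranked. By Ribo-seq counts, 11 of its 30 genes are among the 30 named genes with the most counts. By the sum of Ribo-seq and mRNA-seq counts, 29 are. The paper states that the box of sample 3 is smaller than those of the other samples. Over the rows with a value in at least 1 sample, its interquartile range of 1.66 was the largest of the 6. It was the smallest, at 1.52, over rows with an RPKM of at least 1 in at least 1 sample, and, at 1.502, over rows above 0 in the sample itself, the latter chosen after seeing the values. From its cluster graph, the paper states that the overall gene expression trend of coarse LCG differed from that of fine LCG. The text does not say which genes the graph holds. Over all the genes tested here, correlations within groups minus those between groups gave -0.00623, reached in 6 of the 10 splits of the goats. Citing another study and naming no species, the paper places COL6A5 on the long arm of chromosome 3. In the goat table it lies on chromosome 1. The 2 locations may belong to different species, so they need not disagree.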

Other observations

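The tests in this part were chosen only after the results were seen, apart from those named next. Set before, between fine and coarse LCG, were edgeR's test, the model of translational efficiency without goat, and camera and fry. So were the fits that each left out a goat or required at least 10 counts in every sample.

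The 6 goats differed most in the mRNA-seq counts when FT LCG 1, CT LCG 5 and CT LCG 6 were set against FT LCG 2, FT LCG 3 and CT LCG 4. This split gave 3005 genes with an unadjusted p under 0.05 in edgeR's quasi-likelihood test, the most of the 10 splits (1 of 10 with as many), and none with an adjusted p under 0.05, against 280 for fine and coarse LCG. In the Ribo-seq counts it gave 795 genes against 262, also the most of the 10 splits. A split of FT LCG 1, CT LCG 4 and CT LCG 5 against the other 3 goats gave 12 Ribo-seq genes with an adjusted p under 0.05, where fine against coarse LCG gave 0. The gene with the smallest p in mRNA-seq was ADIPOQ, an adipocyte gene, with 625, 620 and 613 counts in FT LCG 1, CT LCG 5 and CT LCG 6 and 16, 40 and 9 in the other 3 goats, and COL6A5 came next, with a log2 fold change of -3.90. PLIN1, another adipocyte gene, had 201, 193 and 102 counts against 26, 21 and 32. More fat tissue in some of the skin samples is a candidate explanation. The median log2 fold change of the 9 adipocyte genes tested was 0.73, with 8 of 9 higher in FT LCG 1, CT LCG 5 and CT LCG 6, and collagens had a median of -0.80, with 4 of 35 higher. The adipocyte list holds the gene that drew attention to the split, and its mean log2 CPM in CT LCG 6, 4.11, was close to the 3.85 of CT LCG 4, so fat tissue and another difference between these goats cannot be told apart. Each set of goats holds goats of both groups.

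In the Ribo-seq counts, COL6A5 had a log2 fold change of -3.83 in this split (unadjusted p = 0.000517), against 3.93 (unadjusted p = 0.000801) between fine and coarse LCG in edgeR's quasi-likelihood test. The other splits that keep FT LCG 2 and FT LCG 3 together gave nearly the same, -3.74 for FT LCG 1, CT LCG 4 and CT LCG 5 against the rest and -3.62 for FT LCG 1, CT LCG 4 and CT LCG 6. The Ribo-seq values of COL6A5 thus follow FT LCG 2 and FT LCG 3 and are not particular to the split that mRNA-seq pointed to. With the 2 sets of goats as a term in the model, the difference between fine and coarse LCG was 2.29 (standard error 0.801, unadjusted p = 0.0153, adjusted p = 1.00) in Ribo-seq and 0.83 (standard error 0.265, unadjusted p = 0.0187) in mRNA-seq. With 6 goats, a tissue difference between the 2 sets and a difference between fine and coarse LCG cannot be told apart for this gene.

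The genes called for a split cluster the goats by that split. When genes with an unadjusted p under 0.05 were called for each of the 10 splits of the 6 goats into 3 and 3, hierarchical clustering on those genes separated the groups of the split in 10 of 10. A cluster map of called genes that separates fine from coarse LCG is therefore consistent with the choice of the genes by the same grouping. The paper's text does not say which genes its own map holds.

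FT LCG 3 and CT LCG 4 stood apart from the other 4 goats in the Ribo-seq counts. They had 587248 and 362177 counts on protein-coding genes, against 707290 to 1287849 in the other 4. These totals include LOC108635080, annotated as protein-coding, with 135504 counts in FT LCG 3, 102991 in CT LCG 4 and 47625 to 157034 in the other 4. On protein-coding genes, the mean Spearman correlation with the other goats was 0.723 for FT LCG 3 and for CT LCG 4, and 0.793 to 0.810 for the other 4. After every library was thinned to 362177 counts on protein-coding genes, it was 0.678 for FT LCG 3 and 0.707 for CT LCG 4, against 0.740 to 0.766. The gap to the nearest of the other 4 went from 0.0706 to 0.0622 for FT LCG 3, so fewer counts do not account for most of it in that goat. For CT LCG 4 it went from 0.0699 to 0.0330, and with a single library a low depth and another difference cannot be told apart. The LOC108638395 share was highest in these 2 goats, at 37.5% and 47.1%. No biological explanation was tested.

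The translational efficiency of 102 of 7776 genes differed between fine and coarse LCG at an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 46 higher and 56 lower in fine LCG, where 388.8 would be expected if no gene differed. None had an adjusted p under 0.05, and 10 of the 10 splits of the goats gave at least 102. This model does not use the pairing of the assays by goat. With goat as a block, chosen after seeing the data, 157 genes had an unadjusted and 0 an adjusted p under 0.05, and 10 of the 10 splits gave at least 157. On simulated data in which 200 genes with a mean count of at least 20 were changed by 3 on the log2 scale, the same model called 180 at a dispersion of 0.1 and 160 at the dispersions of the real genes. The comparison of Ribo-seq counts called 189 at the dispersions of the real genes. Smaller changes and genes with fewer counts were not simulated. Apart from depth, the simulated goats of a group differed only by independent noise of each gene. A library that stands apart from the others was therefore not simulated either. At the dispersions of the real genes, 4.95% of the unchanged simulated genes had an unadjusted p under 0.05 in this model, a larger share than in the real counts. The simulated rates of calls need not hold for the real counts.

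Cytosolic ribosomal proteins had a median Ribo-seq to mRNA-seq ratio of -3.19 on the log2 scale, relative to all genes, with 76 of 76 below 0, while 22 collagens had a median of 1.26. Short reads lost to near-identical copies are a candidate explanation. Across the 76 genes, which are not independent replicates, the ratio fell with the number of LOC genes described as copies (Spearman rho = -0.554, Pearson r = -0.479, permutation test with 100000 permutations, p = 1e-05 for each, the smallest they can give; r = -0.452 without the 2 genes farthest from the median number of copies). The 24 genes without a named copy still had a median of -1.89, so copies may explain a part of the low ratio, and weaker translation of these genes was not tested.

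MicroRNA genes took 0.00527% of the mRNA-seq counts at most, in FT LCG 2, against 18.5% to 42.8% of the Ribo-seq counts. Small RNAs that passed the size selection of the Ribo-seq libraries, where the paper finds its most frequent fragment length at that of microRNAs, are a candidate source, but mRNA-seq libraries lose short RNAs too, so this value alone cannot separate them from other sources.

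Myeloid and neutrophil genes were higher in fine LCG in Ribo-seq, with a median log2 fold change of 0.75 and 8 of 8 higher (camera, adjusted p = 0.000143; fry, unadjusted p = 0.0556). The median ran from 0.67 without FT LCG 2 to 1.23 without FT LCG 1 over the fits that each left out a goat. More immune cells in the fine skin samples may be the source, and the mRNA-seq counts had a median of 0.65 for the same list, with 13 of 16 higher, and of 0.41 for lymphocyte genes, with 8 of 9 higher (fry, unadjusted p = 0.403 and 0.334). The myeloid median in mRNA-seq was 0.19 without FT LCG 3 and 0.34 without CT LCG 6, so immune cells and chance cannot be told apart.

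The other lists gave these medians of the log2 fold change. In Ribo-seq, sebaceous gland genes had -0.83, with 11 of 11 lower in fine LCG (camera, adjusted p = 0.00141; fry, unadjusted p = 0.130), and -0.52 without FT LCG 3 (camera, adjusted p = 0.146). Adipocyte genes had -0.52 over 6 genes, skeletal muscle genes 0.76 over 3, suprabasal epidermis genes 0.25 over 12 and inner root sheath genes -0.09 over 8, each with an adjusted p above 0.1 in camera. Leaving out a goat changed this for 2 of them. Suprabasal epidermis genes had 0.54 without FT LCG 3 (camera, adjusted p = 0.000709), and adipocyte genes had -0.93 without FT LCG 1 (camera, adjusted p = 0.0219) and 0.16 without FT LCG 3. Skeletal muscle genes had 0.14 without CT LCG 5, and 0.83 with an adjusted p of 0.0297 with at least 10 counts in every sample. No gene of the lymphocyte, erythrocyte and plasma protein lists passed the filter in Ribo-seq. In mRNA-seq, 2 erythrocyte genes had a median of -0.52 and 2 plasma protein genes 0.35. Inner root sheath genes had 0.24 in mRNA-seq, opposite to Ribo-seq, with 8 of 9 higher in fine LCG (camera, adjusted p = 0.0114; fry, unadjusted p = 0.172), and -0.02 without CT LCG 5.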
